# Precursor RNA structural patterns at SF3B1 mutation sensitive cryptic 3’ splice sites

**DOI:** 10.1080/15476286.2025.2570043

**Published:** 2025-10-08

**Authors:** Austin Herbert, Abigail Hatfield, Alexandra Randazza, Valeria Miyamoto, Katie Palmer, Lela Lackey

**Keywords:** RNA structure, 3’ splice site, SF3B1, spliceosome, cryptic splice site, myelodysplastic syndrome

## Abstract

SF3B1 is a core component of the spliceosome involved in branch point recognition and 3’ splice site selection. The SF3B1 K700E mutation (lysine to glutamic acid) is common in myelodysplastic syndrome and other blood disorders. SF3B1 K700E mutants utilize novel cryptic 3’ splice sites; however, the properties distinguishing SF3B1-sensitive splice junctions from other alternatively spliced junctions are unknown. We identify a subset of 192 cryptic 3’ splice junctions with significantly altered use in SF3B1 K700E cells, termed SF3B1-sensitive cryptic 3’ splice sites, and 2800 cryptic 3’ splice sites used in SF3B1 wild-type, termed SF3B1-resistant. We find that SF3B1-sensitive cryptic 3’ splice sites are embedded in extended polypyrimidine tracts. Furthermore, canonical splice sites paired to SF3B1-sensitive cryptic 3’ splice sites are significantly weaker than canonical 3’ splice sites paired to SF3B1-resistant cryptic 3’ splice sites. We test whether SF3B1-sensitive splice sites are structurally different from SF3B1-resistant 3’ splice sites using chemical probing. We develop experimental RNA structure data for 83 SF3B1-sensitive junctions and 39 SF3B1-resistant junctions. We find that the pattern of structural accessibility at the NAG splicing motif in cryptic and canonical 3’ splice sites is similar. However, the magnitude of accessibility differences is less in paired SF3B1-sensitive splice sites than in paired SF3B1-mutant splice sites. Additionally, SF3B1-sensitive splice junctions are more flexible than SF3B1-resistant junctions. Our results suggest that SF3B1-sensitive splice junctions have unique structure and sequence properties, containing poorly differentiated, weak splice sites that lead to altered 3’ splice site recognition in the presence of SF3B1 mutation.

## Introduction

Splicing is ubiquitous across the human transcriptome. More than 95% of human genes contain one or more intronic sequences that must be removed to produce a fully functional mature RNA [1]. These intronic sequences can be processed in multiple ways, through alternative splicing to create multiple isoforms from the same precursor RNA [2,3]. Introns contain several signals that demarcate splice junctions. Core splicing signals include the 5’ splice site, branchpoint, polypyrimidine tract and 3’ splice site [4,5]. These precursor RNA signals are recognized during the initial stages of splicing by the spliceosomal U1 and U2 small nuclear ribonucleoproteins (snRNPs) [6]. In addition, RNA binding proteins (RBPs) can recruit additional splicing factors to guide splice site recognition [7,8]. Mutations in core spliceosome components and major splicing regulators can dramatically alter splicing. Mutations in SF3B1 and U2AF1, core components of the U2 snRNP, broadly alter splicing and are associated with the development of haematopoietic disorders and cancers [9,10]. The most common SF3B1 mutation is a change from lysine to glutamic acid at position 700 (K700E) [11,12]. SF3B1 K700E mutation causes a variety of mis-splicing events, but is specifically associated with cryptic 3’ splicing, a class of alternative splicing where a non-canonical 3’ splice site is recognized. These cryptic 3’ splice sites can be upstream or downstream of the primary canonical 3’ splice site and introduce coding sequence, non-coding sequence and/or premature stop codons [13,14].

All RNAs form co-transcriptional structure based on their primary sequence as they are being transcribed by RNA polymerase [15,16]. RNA structure controls access to sequence motifs that regulate interaction with co-factors like RBPs and ribonucleoprotein (RNP) complexes. RNA folding also creates secondary and tertiary structures that can be recognized by RNA interaction partners. Furthermore, RNA folding can also collapse sequentially distant regions into spatial proximity [17–19]. While RNA structure is clearly important in non-coding RNAs like ribosomal RNA, it has been shown to be an important part of pre-mRNA processing [20,21]. For example, in the *MAPT* precursor RNA, a hairpin at the 5’ splice site spans the U1 interaction motif and is required to control the ratio of exon inclusion and exclusion [22]. However, little is known about precursor RNA structures, and because RNA structure is ubiquitous and dynamic, it is difficult to determine which RNA structures are functionally important [23]. Here, we identify a set of cryptic 3’ splice sites with significant splicing changes in SF3B1 K700E mutants (SF3B1-sensitive or MT C3SS) and characterize them alongside transcripts with cryptic splice junctions with significant use in SF3B1 WT background (SF3B1-resistant or WT C3SS) for sequence and structural features that distinguish sensitive and resistant junctions as well as cryptic and canonical splice sites. We find a consistent pattern of structural accessibility at the 3’ splice site for both cryptic and canonical splice junctions. SF3B1-sensitive junctions, particularly the cryptic splice site, are poorly distinguished structurally from the surrounding intron and have weak splice site scores differentiating them from splice junctions unaffected by SF3B1 K700E mutation.

## Results

### SF3B1 K700E mutation consistently causes mis-splicing at a subset of splice junctions

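RNA sequencing of NALM-6, an established human pre-B leukaemia cell line, covered 3 libraries of SF3B1 K700E cells and 3 of SF3B1 WT cells. The authors compared the genotypes with rMATS, which counts the reads over the junctions of the inclusion and the skipping form of an event. Percent spliced in (PSI) is the share of the inclusion form after correction for its length, written as a fraction. The authors' deposited table held 10859 events in 4242 genes, all with an FDR under 0.1. Of these, the authors' deposited table gave 8693 events in 3722 genes a difference in PSI over 0.05, with a higher PSI in K700E cells in 4621 and a lower PSI in 4072. The junction counts of each library were then tested with limma on the log2 ratio of inclusion to skipping counts, for the 8546 events with a mean of at least 10 junction counts per library. With limma, 5098 events had a Benjamini-Hochberg adjusted p under 0.1 and a difference in mean PSI over 0.05, of which 2701 were higher and 2397 lower in K700E cells. These events had been selected by rMATS on the same libraries, so the count describes the listed events and is not independent evidence. In 6788 of the 10859 events (62.5%) the PSI of all K700E libraries lay above or below that of all WT libraries, where chance gives 10% of unselected events. The limit on the adjusted p moved the count most, to 3084 events at 0.05 in place of 0.1.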

Altering SF3B1 either by knock-down or mutation dramatically changes splicing across the transcriptome (Supp Figure S1A,B). In addition, mis-splicing in SF3B1 K700E mutants is particularly prone to 3’ splice site alteration, resulting in an increase in intron retention and the use of cryptic 3’ splice sites (Figure 1A,B Supp Figure S1C). 

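By type, the authors' deposited table gave 4055 skipped exon, 1711 mutually exclusive exon, 1680 alternative 3' splice site, 750 retained intron and 497 alternative 5' splice site events past both limits in NALM-6 cells. Alternative 3' splice site (A3SS) events were 19.3% of the total. In an A3SS event the inclusion form is the longer exon, so a higher PSI is a higher use of the upstream 3' splice site. In the authors' deposited table the upstream site rose in 831 A3SS events and fell in 849. Retention rose in 297 retained intron events of the authors' deposited table (39.6%, Wilson 95% interval from 36.2% to 43.1%) and fell in 453. With limma and the Benjamini-Hochberg limits above, retention rose in 166 retained intron events and fell in 318. Among the retained intron events of the authors' deposited table with median junction counts over 10 in both groups, 228 rose and 361 fell.

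**Figure D1:**
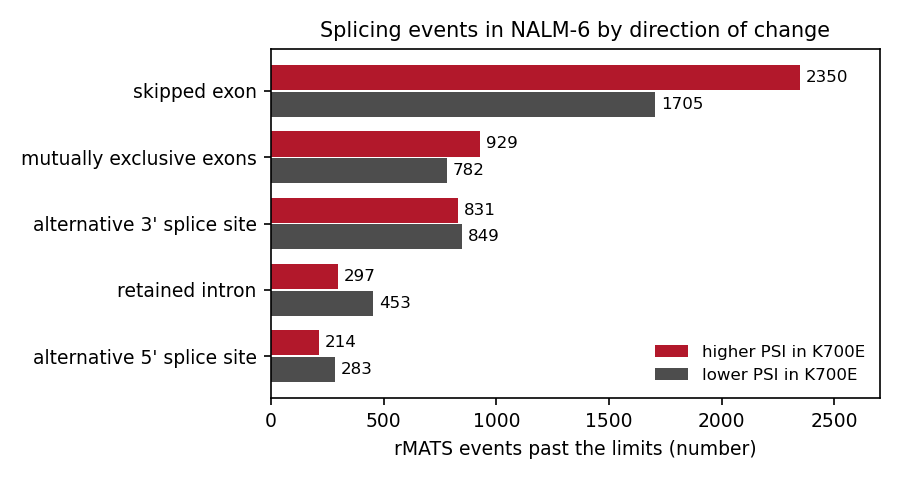
Number of rMATS events in NALM-6 cells past an FDR of 0.1 and a PSI difference of 0.05 in the authors' deposited table, for each event type, with a higher (red) or lower (grey) PSI in the 3 SF3B1 K700E libraries than in the 3 SF3B1 WT libraries. The numbers beside the bars give the counts, with 297 retained intron events higher and 453 lower.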

Although SF3B1 strongly perturbs 3’ splice site recognition in multiple different experiments, increased mis-splicing at the 3’ splice site also occurs after perturbation of other U2 snRNP components, such as components of the U2AF complex (Figure 1B, Supp Figure S1C). Genes that are mis-spliced in heterozygous SF3B1 K700E datasets are not the same as those affected by knockdown or knockout of SF3B1 (Supp Figure S1D). 

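The authors' deposited table listed 1979 A3SS events in 1354 genes for NALM-6 cells, with a median absolute difference in PSI of 0.149. The difference was under 0.15 in 992 of them (50.1%, Wilson 95% interval from 47.9% to 52.3%) and over 0.5 in 193. Events with few reads held many of the larger differences. Where both groups had median junction counts over 10, 963 of 1412 A3SS events in the authors' deposited table (68.2%) were under 0.15, with a median of 0.098.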

Characteristically, many SF3B1 mis-splicing events are minor changes ( < 0.15) to the percent spliced in (PSI) (Supplemental Figure S1B,C) or are unique to an individual dataset (Supplemental Figure S1D). In addition, mis-spliced genes verified in patients and proposed to have phenotypic effects are not consistently found in all SF3B1 K700E samples (Supplementary Table 1). Small PSI changes and variability between samples has contributed to difficulty in identifying consistently mis-spliced genes across SF3B1 perturbed samples. However, genes that are consistently mis-spliced by SF3B1 mutation may contain a signature responsible for their sensitivity to SF3B1 K700E. (MDS: GSE63569, K562: GSE187356)

To identify a subset of genes that are consistently altered by SF3B1 K700E, we sequenced pre-B NALM-6 cell lines isogenic for SF3B1 WT and SF3B K700E. 

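The isogenic NALM-6 lines differ by design in the K700E substitution of SF3B1, a U2 snRNP protein that takes part in choosing the branchpoint and 3' splice site. The methods state that cells of each genotype were grown on different days and that total RNA, depleted of rRNA, was made into paired-end libraries in triplicate. The authors trimmed the reads with bbduk, aligned them to hg38 with Hisat2 and ran rMATS with unannotated splice sites allowed. They deposited a table of whole-number counts per gene and the table of rMATS events, with the junction counts and PSI of each library. The K700E libraries held 30873548, 30561269 and 15795942 counts on genes in replicates 1 to 3, and the WT libraries 34068012, 31721707 and 30532674. In the rMATS table, where the values of a group follow one another without replicate numbers, junction counts summed to 2753644, 2499812 and 1273606 for K700E and 2860102, 2782407 and 2499052 for WT. The third K700E library had 51.4% of the mean gene counts of the other K700E libraries, and the third K700E value had a median of 31 junction counts per event against 59 to 62 in the others. Gene counts were normalized by edgeR's TMM method, and 15067 genes with a mean of at least 1 CPM (counts scaled to library size) were tested. SF3B1 itself (ENSG00000115524.17, chromosome 2 of hg38 from 197388515 to 197435079, minus strand) had 651 CPM ± 35.0 (SD, n = 3 libraries) in K700E cells and 700.1 ± 20.5 in WT cells. Its log2 fold change was -0.11 (standard error 0.14, adjusted p = 0.98 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, groups overlapping), so no difference in SF3B1 level was detectable. Counts per gene do not show the mutation. The methods name no separate clones of a genotype, so the p-values for expression and splicing rest on the spread between libraries. They cannot separate K700E from other differences between the lines. With 3 libraries against 3, the smallest two-sided exact permutation p is 0.1, so single values rest on limma or edgeR models fitted across all events or genes.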

Our sequencing data shows high similarity to gene expression and splicing patterns from previous sequencing of NALM-6 SF3B1 K700E lines (Supp Figure S1G) [13]. We analysed our NALM-6 sequencing data in combination with RNA-sequencing from published studies in the pre-B K562 cell lines with normal SF3B1 and SF3B1 K700E. For further validation, we compared our cell-line splicing results with data from a set of patients with myelodysplastic syndrome (MDS). Using cell-line and MDS patient datasets allows us to capture natural splicing variation while minimizing the impact of genetic variation in patients and the noise of differential gene expression from different tissues. Due to the disproportionate increase in 3’ cryptic splice site usage with SF3B1 mutation, we concentrate on splice junctions containing a cryptic 3’ splice site for further analysis. 

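In A3SS events of NALM-6 cells the direction of the change followed the distance between the sites. Among events past the limits in the authors' deposited table, the upstream site rose in 415 of 588 events with sites 10 to 30 bases apart (70.6%), and in 83 of 156 events with sites closer than that (53.2%). It rose in 103 of 255 events 31 to 60 bases apart (40.4%) and in 230 of 681 events farther apart (33.8%). In 369 of the 415 events the rising upstream site was the less used one in WT cells, that is, a cryptic site. With limma and Benjamini-Hochberg adjustment, 1066 of 1537 tested A3SS events were past an adjusted p of 0.1 and a PSI difference of 0.05 across the 6 libraries, 534 with the upstream site higher and 532 with it lower. A PSI difference over 0.1 left 706.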

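To separate consistent mis-splicing from variation between samples, the paper combined the NALM-6 libraries with K562 cells and patient samples and kept A3SS events found in more than 1 dataset. Its Supplementary Table 2 lists 163 of these events for NALM-6, 119 for K562 and 162 for the patient samples, with 61 events in all 3 datasets and 130 in a pair of them. In the NALM-6 libraries, PSI of the 163 events was 115 times higher and 48 times lower in K700E cells, with a median absolute difference of 0.164 (range 0.0267 to 0.685) at a median of 105 junction counts per library. The K700E libraries lay all above or all below the WT libraries in 147 events (90.2%, against 10% by chance for 3 values against 3). In limma with Benjamini-Hochberg adjustment, 151 of the 154 events with enough junction counts had an adjusted p under 0.1, both over all tested events and adjusted over the list alone, and 145 of them also a difference over 0.05. The paper chose the list partly on these libraries, so neither number is independent evidence. Leaving out 1 value of a group at a time, the number adjusted over the list alone was 141 to 150.

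**Figure D2:**
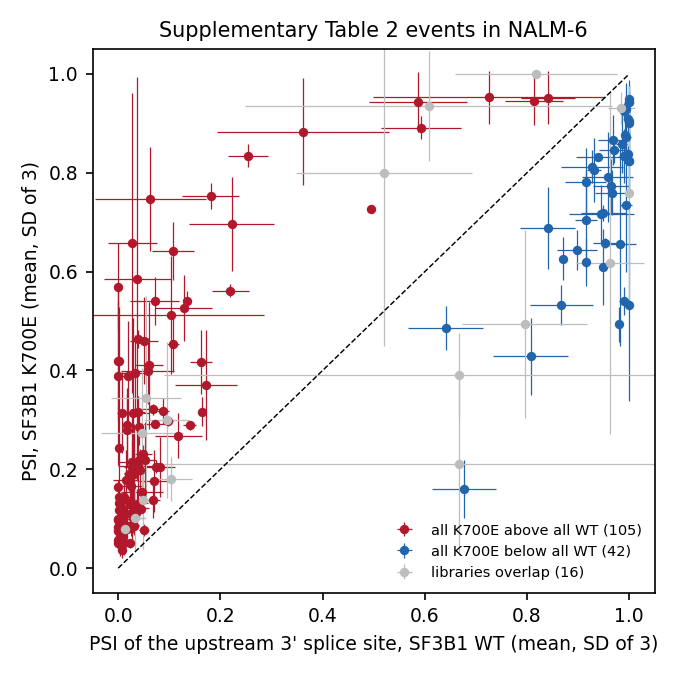
Mean PSI of the upstream 3' splice site in SF3B1 WT (x axis) and SF3B1 K700E (y axis) NALM-6 libraries for the 163 A3SS events of Supplementary Table 2 listed for NALM-6, with bars for the SD of 3 libraries. Points above the dashed line of equal PSI are the 115 events with more use of the upstream site in K700E cells, red and blue points are events whose K700E libraries lie all above or all below the WT libraries, and grey points are events whose libraries overlap.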

We find 192 cryptic 3’ splice sites in 192 genes to be mis-spliced in two or more SF3B1 K700E datasets with a dPSI > .05 using rMATS analysis (Supplementary Table 2). This overlap in number of alternatively spliced genes between three different experiments is significantly more than would be expected by chance (Figure 1C). Both LeafCutter and rMATs splicing analysis produced similar results (Supp Figure S1E). 

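In BCL2L1, on the minus strand of chromosome 20 of hg38, the first exon bases of the sites lie at 31722348 and 31722330, 18 bases apart, both annotated and in the 5' untranslated part of exon 2. The sequence from 40 bases before the upstream site to 10 bases after the downstream site is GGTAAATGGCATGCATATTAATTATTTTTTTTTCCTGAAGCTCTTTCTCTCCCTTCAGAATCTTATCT. PSI of the upstream site was 0.943 ± 0.0608 (SD, n = 3 libraries) in K700E and 0.587 ± 0.0960 in WT cells, from 29 to 64 junction counts per library, a change of 3.65 in the log2 ratio of inclusion to skipping counts (standard error 0.828, adjusted p = 0.016 from limma with Benjamini-Hochberg adjustment, higher in all K700E libraries). The downstream site is the less used one in WT cells here, so its use fell in K700E cells. In MAP3K7, on the minus strand of chromosome 6, the cryptic site at 90560234 lies in the intron 20 bases before the canonical start of exon 5 at 90560214, both annotated, within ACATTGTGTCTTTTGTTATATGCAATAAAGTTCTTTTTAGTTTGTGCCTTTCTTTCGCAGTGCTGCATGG. Its PSI was 0.642 ± 0.0581 (n = 3) in K700E and 0.107 ± 0.0418 in WT cells, from 67 to 237 junction counts (change 3.93, standard error 0.456, adjusted p = 0.0011 from the same limma test, higher in all K700E libraries). In DVL2, on the minus strand of chromosome 17, the cryptic site at 7227711 lies 72 bases downstream of the canonical site at 7227783, within coding exon 11, and both are annotated. PSI of the upstream canonical site was 0.658 ± 0.0105 (n = 3) in K700E and 0.953 ± 0.0232 in WT cells, from 215 to 507 junction counts (change -3.50, standard error 0.471, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment, lower in all K700E libraries). The differences exceeded the spread between libraries in each of the 3 genes.

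**Figure D3:**
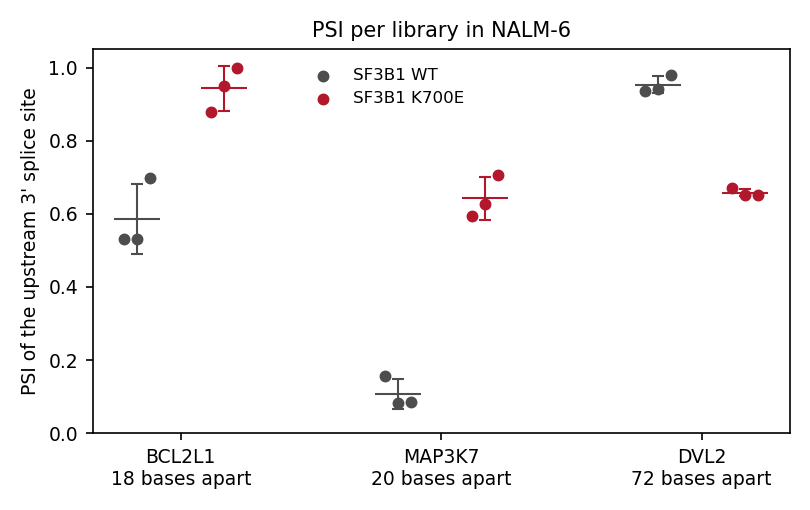
PSI of the upstream 3' splice site in each of the 3 SF3B1 WT (grey) and 3 SF3B1 K700E (red) NALM-6 libraries for BCL2L1, MAP3K7 and DVL2, with the mean (horizontal line) and SD (bar). K700E libraries lie above WT libraries in BCL2L1 and MAP3K7 and below them in DVL2.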

We identified several previously published junctions in our high confidence set, including BCL2L1, MAP3K7, and DVL2 [24–26]. 

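Of 8 genes of the nucleocytoplasmic transport pathway in the paper's Supplementary Table 3, 6 had their Supplementary Table 2 event among the NALM-6 events, and in all 6 the K700E libraries lay apart from the WT libraries. PSI of the upstream site rose in 4 and fell in 2, by 0.0467 (UPF3B) to 0.229 (NUP210) in absolute size. UPF3B was under the PSI limit of 0.05, at 2 to 8 inclusion counts per K700E library, and passed it at 0.0594 without the third K700E value. NUP98, at 0.0506, was just past that limit and fell to 0.0435 without the second and 0.0488 without the third K700E value. In IPO7 (chromosome 11, plus strand), an unannotated cryptic site at 9433783 lies in coding exon 18, 62 bases downstream of the canonical site at 9433721. Its upstream canonical site had a PSI of 0.839 ± 0.0155 (SD, n = 3 libraries) in K700E and 0.998 ± 0.00326 in WT cells (change -6.53 in the log2 ratio, standard error 0.673, adjusted p = 0.00064 from limma with Benjamini-Hochberg adjustment, lower in all K700E libraries). In TNPO3 (chromosome 7, minus strand) the unannotated site at 129005176 lies in the intron 17 bases before exon 5 and had a PSI of 0.144 ± 0.00616 in K700E and 0.00131 ± 0.00226 in WT cells (change 5.77, standard error 0.478, adjusted p = 0.00027 from the same limma test, n = 3, higher in all K700E libraries). In TPR (chromosome 1, minus strand) the unannotated site at 186331596 lies 15 bases before exon 39, with a PSI of 0.130 ± 0.0565 in K700E and 0.0227 ± 0.00641 in WT cells (change 2.58, standard error 0.438, adjusted p = 0.0057 from limma with Benjamini-Hochberg adjustment, n = 3, higher in all K700E libraries).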

Kegg analysis reveals a significant enrichment of these genes in the nucleocytoplasmic transport pathway (9.9-fold enrichment, Supplementary Table 3) including IPO7, TNPO3 and TPR [27–29]. Interestingly, gene ontology analysis of biological processes reveals a significant enrichment in mRNA transport (6.7-fold) and histone modification (3.2-fold, Supplementary Table 4) [30]. 

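Of the 7 mRNA transport genes, 5 had their Supplementary Table 2 event listed in NALM-6 cells, with the libraries of the genotypes apart in all 5 and 4 past the limits of the limma test (Benjamini-Hochberg adjusted p under 0.1 and a PSI difference over 0.05). The median absolute difference was 0.0507. Of the 4, MCM3AP fell to a difference of -0.0289 without the second K700E value and NUP98 to 0.0435, both under the PSI limit. Of the 13 histone modification genes, 12 were listed, again with the libraries apart in all 12, and 10 were past those limits, HDAC1 and USP15 being the exceptions. MCM3AP is among the 10. PSI rose in 9 of the 12 and fell in 3, with a median absolute difference of 0.235. The largest was in PPP4R3B, where a site at 55574413 on the minus strand of chromosome 2, unannotated like the site it competes with, rose from a PSI of 0.0626 ± 0.108 in WT cells to 0.747 ± 0.105 in K700E cells (SD, n = 3 libraries). It rests on only 3 to 20 junction counts per library. The enrichment itself was not recomputed here.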

Disruption of SF3B1 results in perturbation of RNA processing, similar to the impact of disrupting many other RNA binding proteins, but for SF3B1, this perturbation may contribute to the diversity of RNA processing in individuals with SF3B1 mutations [31].

### Sequence patterns in SF3B1-sensitive splice junctions

SF3B1 K700E spliceosomes are not known to have strong alternative sequence preferences at the branchpoint or 3’ splice sites (Gupta 2019). To determine whether SF3B1-sensitive MT splice junctions have unique sequence properties, we compared them to control splice junctions containing cryptic 3’ splice sites with similar PSI properties that are SF3B1-resistant (WT junctions). We identified 2801 SF3B1-resistant WT junctions with cryptic splice sites. 

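Sequences of the 192 junctions of Supplementary Table 2 (MT) were taken from hg38 and compared with 293 A3SS events of the authors' deposited table for NALM-6 that changed in PSI by 0.05 or less and are not in Supplementary Table 2. This comparison set stands in for the paper's resistant junctions, which were not used here, and its events still passed the FDR limit of rMATS. The cryptic site is the one less used in the WT libraries for comparison junctions and for the MT junctions listed for NALM-6. For the other 29 MT junctions it is the one less used in the control samples of Supplementary Table 2. In the 150 bases upstream of the cryptic site, GC content was 43.7% ± 14.1 (SD, n = 192) at MT junctions and 44.1% ± 12.9 (n = 293) at comparison junctions, a difference of -0.392 percentage points (two-sided permutation test, p = 0.75, adjusted p = 0.88 by Benjamini-Hochberg over 16 sequence comparisons). The comparison set moved this result most. Against 2498 pairs of annotated 3' splice sites in expressed genes, a set chosen after the first values were seen in which the site outside the Ensembl canonical transcript stands for the cryptic one, GC content was 46.3% ± 13.2 and the difference -2.59 percentage points (permutation p = 0.0088, unadjusted). Restricted to upstream cryptic sites at a matched distance, it was -5.39 percentage points (permutation p = 0.00031, unadjusted). With upstream cryptic sites alone in both MT and comparison junctions, also chosen after the values were seen, it was -1.44 (127 against 189 junctions, permutation p = 0.35), and -0.357 at a matched distance (permutation p = 0.83).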

We found that MT splice junctions and WT splice junctions have significantly different GC content around the 3’ splice site (Figure 1D). Both MT and WT junctions have shorter introns than junctions without alternative 3’ splice sites (Figure 1E). 

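The intron from the upstream exon to the canonical 3' splice site had a median length of 1274 bases at MT junctions (quartiles 505 and 2709, n = 192) and 1029 bases at the comparison junctions (quartiles 424 and 2343, n = 293), a difference of 245 bases (two-sided permutation test, p = 0.17, adjusted p = 0.29 by Benjamini-Hochberg). For junctions without alternative 3' splice sites, 100133 introns of tested genes with a single annotated 3' splice site were used, a set chosen after the first values were seen. Their median length was 1278 bases (quartiles 416 and 3285), 4 bases more than at MT junctions (permutation p = 0.98) and 249 more than at comparison junctions (permutation p = 0.071). Mean lengths were 2567 bases at MT junctions, 2537 at comparison junctions and 4138 in the other introns (permutation p = 0.073 for MT and 0.036 for comparison junctions against the other introns, unadjusted).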

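At MT junctions the median distance between cryptic and canonical 3' splice sites was 18 bases (quartiles 14 and 34.2, n = 192), and at the comparison junctions of NALM-6 it was 31 bases (quartiles 18 and 90, n = 293). The difference was -13 bases (two-sided permutation test, p = 0.00011, adjusted p = 0.00088 by Benjamini-Hochberg over the 16 sequence comparisons). With upstream cryptic sites alone in both sets, chosen after the values were seen, it was -4 bases (18 against 22, permutation p = 0.00018, unadjusted). The cryptic site lay upstream of the canonical site in 127 MT junctions (66.1%) and in 189 comparison junctions (64.5%), and 10 to 30 bases upstream in 110 (57.3%) and 113 (38.6%). The annotated pairs, chosen as a set after the values were seen, had a median distance of 24 bases. The difference in medians was -6 bases (permutation p = 0.16). Only the medians were close, since the quartiles of those pairs were 4 and 76 bases. Their cryptic site lay upstream in 823 of 2498 pairs (32.9%), and 10 to 30 bases upstream in 244 (9.8%).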

When we measure the distance between the cryptic 3’ splice site to the canonical 3’ splice site, we find that SF3B1-sensitive junctions are not statistically significantly different from WT junctions (Figure 1F). Based on the difference in GC content between MT and WT splice junctions, we decided to further analyse the splice site strength and nucleotide composition at the cryptic and canonical sites of these junctions.

We analysed the strength of each splice site using the 3’ MAXENT score and found that the WT and MT junctions were significantly different (Figure 2A). This is consistent with our GC content analysis but highlights the fact that while the WT canonical site is much stronger than the MT canonical site, both the WT and MT cryptic splice sites are weak (Figure 2A). 

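Splice site strength was scored here with a position weight matrix in place of MAXENT, over the same last 20 intron and first 3 exon bases, built from 301311 annotated 3' splice sites of hg38. At cryptic sites the mean score was 3.73 ± 3.93 bits (SD, n = 192) for MT and 4.36 ± 4.25 (n = 293) for comparison junctions (two-sided permutation test, p = 0.10). At canonical sites it was 7.60 ± 3.80 bits for MT and 8.18 ± 3.91 for comparison junctions (permutation p = 0.11, adjusted p = 0.25 by Benjamini-Hochberg for each site). Against the annotated pairs, chosen after the first values were seen, the canonical sites of MT junctions scored lower by a mean difference of -0.716 bits (permutation p = 0.0067, unadjusted) and the cryptic sites by -2.08 bits (permutation p = 1e-05, the smallest that 100000 resamples can give). Both sites of those pairs are annotated, as are the sites behind the matrix, against 45 of the 192 cryptic and 175 of the 192 canonical MT sites, so these differences also hold the difference between annotated and unannotated sites. Within MT junctions the cryptic site scored lower than its canonical site in 148 of 192 pairs, with a mean difference of -3.87 bits ± 5.26 (paired permutation test, p = 1e-05, the smallest possible). In the comparison junctions this difference was -3.82 bits, lower in 221 of 293 pairs.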

The MAXENT score for the 3’ splice site includes the last 20 bases of the intron and first three bases of the exonic sequence [32]. To determine what was driving the differences between the WT and MT scores, we analysed the nucleotide composition around both the cryptic and canonical splice sites. 

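At the canonical sites, the 10 exon bases after the AG held 28.0% U ± 16.6 (SD, n = 192) in MT and 24.7% ± 14.9 (n = 293) in comparison junctions, a difference of 3.35 percentage points (two-sided permutation test, p = 0.022, adjusted p = 0.070 by Benjamini-Hochberg over the 16 sequence comparisons). Bases 18 to 9 upstream of the canonical exon start held 44.8% U in both sets (difference 0.0135, permutation p = 1). GC content over the 150 bases upstream was 43.2% ± 13.8 in MT and 44.2% ± 13.8 in comparison junctions (permutation p = 0.43). None of these differences passed the adjustment. Against annotated pairs, a set chosen after the first values were seen, the excess of U in the exon was 5.33 percentage points (permutation p = 1e-05, the smallest possible) and the deficit in GC -2.66 (permutation p = 0.0099, both unadjusted).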

We found that the canonical splice sites of the MT and WT junctions were similar (Supp Figure S2A, Figure 2D,E). In contrast, the MT and WT cryptic splice sites differed in sequence content (Figure 2B,C). The MT cryptic splice site dinucleotide is embedded within an extended polypyrimidine tract that flanks both sides of the junction (Figure 2B), while the WT cryptic site follows a more typical polypyrimidine tract pattern that is U/C rich upstream of the splice site (Figure 2C). 

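Within the 192 MT junctions, each cryptic site was set against its own canonical site. The 10 bases after the AG held more U at the cryptic site in 122 junctions and less in 48, with a mean difference of 13.9 percentage points ± 27.9 (SD; paired permutation test, p = 1e-05, the smallest that 100000 resamples can give). In bases 18 to 9 upstream, U was lower at the cryptic site in 116 junctions and higher in 40, a mean difference of -11.7 percentage points ± 20.2 (paired permutation p = 1e-05). The comparison junctions went the same way with smaller mean differences of 10.1 and -7.20 percentage points (paired permutation p = 1e-05 for each, n = 293), and annotated pairs with 1.52 (p = 5e-05) and -4.70 percentage points (p = 1e-05, n = 2498). The adjusted values of all these U comparisons were under 0.05 by Benjamini-Hochberg over 15 paired comparisons. The cryptic site lay upstream in 127 of the 192 MT junctions, 10 to 30 bases away in 110. At the median distance of 18 bases, the 10 bases after such a site are bases 18 to 9 before the canonical exon start. The downstream contrast thus partly sets the canonical polypyrimidine tract against exon bases. Its p cannot separate a property of the cryptic site from its position.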

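Bases 18 to 9 upstream of the cryptic site held 27.8% A ± 15.7 (SD, n = 192) at MT and 22.0% ± 15.6 (n = 293) at comparison junctions of NALM-6, a difference of 5.83 percentage points (two-sided permutation test, p = 0.00011, adjusted p = 0.00088 by Benjamini-Hochberg). At the canonical sites A made up 14.6% ± 12.3 and 14.0% ± 12.8 (difference 0.642, permutation p = 0.61, adjusted p = 0.81). Upstream cryptic sites alone were also compared within classes of similar distance, a setting added after the values were seen. There the difference at the cryptic site was 2.64 percentage points (127 against 189 junctions, permutation p = 0.19). For sites more than 20 bases apart, also added, it was 5.89 (79 against 190 junctions, permutation p = 0.0045). Against annotated pairs with upstream cryptic sites within classes of similar distance it was 10.2 (permutation p = 1e-05, the smallest possible). Over all annotated pairs, whose sites are all annotated, the cryptic sites differed by 12.9 percentage points (permutation p = 1e-05, the smallest possible) and the canonical sites by 3.02 (permutation p = 0.001, unadjusted).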

Further analysis of nucleotide composition supports sequence differences in the proportion of adenines (A) upstream of the MT and WT cryptic splice sites (Figure 2D, top) but no differences in adenines between MT and WT canonical splice sites (Figure 2D bottom). Likewise, the percentage of uridine (U) is decreased upstream of the cryptic splice site and increased downstream of the cryptic splice site between the MT and WT junctions (Figure 2E, top), but is similar between MT and WT canonical splice sites. These results suggest that the difference between the MT and WT splice scores reflects nucleotide composition outside of the immediate area around the canonical sites (Figure 2D,E, bottom). 

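In the 10 bases after the cryptic site, MT junctions held 41.9% U ± 22.4 (SD, n = 192) and comparison junctions 34.8% ± 21.3 (n = 293), a difference of 7.11 percentage points (two-sided permutation test, p = 0.00048, adjusted p = 0.0026 by Benjamini-Hochberg over 16 comparisons). Upstream, in bases 18 to 9, U was 33.1% ± 16.2 and 37.6% ± 18.9 (difference -4.50, permutation p = 0.0070, adjusted p = 0.028). The downstream difference depended on the distance to the canonical site. It was 4.79 percentage points where the sites lay more than 20 bases apart (79 against 190 junctions, permutation p = 0.063). In a setting added after the values were seen, it was 1.62 among upstream cryptic sites within classes of similar distance (permutation p = 0.50). Against annotated pairs, also added, the downstream difference was 17.7 percentage points (permutation p = 1e-05, the smallest possible). It was 7.03 among upstream cryptic sites within classes of similar distance (permutation p = 0.00082, unadjusted). From the composition at the cryptic and canonical sites, the paper proposes that the difference in splice site scores lies outside the immediate area of the canonical sites.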

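From 20 to 3 bases upstream and over 10 bases downstream of the cryptic site, G made up 15.4% ± 8.49 (SD, n = 192) at MT and 16.7% ± 8.68 (n = 293) at comparison junctions (difference -1.23 percentage points, two-sided permutation p = 0.13, adjusted p = 0.26 by Benjamini-Hochberg). C made up 26.4% ± 14.3 and 26.1% ± 13.1 (permutation p = 0.81). At the canonical site G was 17.3% and 18.2% (permutation p = 0.24) and C 26.8% and 27.1% (permutation p = 0.83). No difference in G or C passed the test against the comparison junctions. Against annotated pairs, chosen after the first values were seen, G around the cryptic site was lower by a difference of -3.38 percentage points (permutation p = 1e-05, the smallest possible), while C there differed by -1.85 (permutation p = 0.052, unadjusted). All sites of those pairs are annotated, against 45 of the 192 cryptic MT sites.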

Although we found a difference in overall GC content, we did not detect a difference in the pattern of G or C nucleotides in the immediate area of the cryptic or canonical splice site dinucleotides (Supp Figure S2A). Our analysis of the sequence features of SF3B1 sensitive junctions supports the hypothesis that genes that are alternatively spliced by SF3B1 mutants have unique sequence properties.

### Conserved accessibility patterns at the 3’ splice site motif

RNA structure influences regulation of pre-RNA processing [23]. We performed chemical probing to determine the *in vitro* structural accessibility for 83 MT splice junctions, 39 WT splice junctions and 15 control splice junctions with no known cryptic 3’ splice sites. We selected these 83 junctions from the core set of 192 SF3B1-sensitive junctions, but not all junctions could be synthesized due to complexity (Figure 3A, Supp Figure S3A). Selected junctions had the same properties as the larger subset used to analyse nucleotide composition (Supp Figure S1F). Base accessibility for individual junctions, like the SF3B1 sensitive junction in *CASD1* (Figure 3A), was assessed via chemical probing of the regions encompassing the cryptic and paired canonical 3’ splice sites (Figure 3B). Overlaying SHAPE reactivity reveals overall differences in accessibility between the NAG motifs of the cryptic and paired canonical 3’ splice site in *CASD1* (Figure 3C). Finally, SHAPE-guided prediction of the minimum free energy structure reveals a single stranded cryptic 3’ splice site and paired canonical 3’ splice trapped in a stem structure (Figure 3D). Replicates of chemical probing experiments resulted in highly correlated reactivity profiles (Supp Figure S3B). To determine whether *in vitro* precursor RNA structure can be used as a proxy for *in vivo* RNA structure, we isolated nuclei and performed chemical probing to develop reactivity profiles across the cryptic and canonical splice sites for five of our splice junctions. All RNAs had high correlation of reactivity data between *in vivo* and *in vitro* conditions (Supp Figure S3B). Thus, we used our *in vitro* data to analyse RNA structure at the cryptic and canonical splice sites in both WT and MT splice junctions. When we quantified the reactivity around the NAG splicing motif, we found a consistent pattern where the N is significantly less reactive than average across the region, the adenine is highly reactive, and the guanine is average (Figure 3E, yellow highlight). The same pattern is visible for the cryptic and canonical splice sites in both MT (Figure 3F, purple and orange) and WT splice junctions (Figure 3G, purple and orange) with the N significantly less reactive than the adenine.

Prior computational predictions have suggested that the guanines within cryptic MT junctions are less accessible than canonical MT junctions [33]. Reactivity data from chemical probing experiments directly measures nucleotide accessibility and can be compared to base-pairing probability predictions [34]. We found no significant difference in reactivity at the guanine in cryptic and canonical splice sites in either the MT or WT splice junctions (Figure 3H). However, the central adenine of the MT cryptic site is significantly less reactive than the central adenine of the WT cryptic site (Figure 3H). The MT cryptic site adenine is also less reactive than the MT canonical site (Figure 3H). The same trend is present for WT cryptic site adenine compared to its more accessible partner canonical site (Figure 3H) although this is not significant. In addition, at the NAG splicing motif, we find that the magnitude of difference between the less reactive N and the highly reactive A is lower for cryptic splice sites than for canonical splice sites, with canonical sites being significantly more reactive than non-splice site control NAGs (Figure 3I). While we find the adenine to be more relevant in our experimental data, the principle of a less accessible cryptic splice site is maintained in our results, similar to the prior study [33].

We normalized our reactivity data to other NAG sequences outside of the annotated splice sites (Figure 4A,B). Non-splice site NAG motifs generally have reactive central adenines, but MT canonical splice sites remain more reactive while the preceding N in the NAG splicing motif is less reactive (Figure 4A). The same pattern is present in the canonical WT splice site although the central adenine is not as reactive (Figure 4B). To further study RNA structure at the 3’ splice site, we incorporated our MT and WT experimental data into computational models of co-transcriptional and post-transcriptional folding. Experimental structural reactivity can significantly improve computational predictions [35]. However, we found that computational co-transcriptional models that fold short sequences (66 nts) can contain artefacts where the 3’ end tends to be more accessible regardless of the sequence (Supp Figure S3C). Folding longer windows of sequence around the 3’ splice site with strict pairing to maintain a model of co-transcriptional folding eliminates this positional bias (Supp Figure S3D). Incorporating reactivity data into a position independent co-transcriptional model, we find cryptic 3’ splice sites trend towards less accessibility than canonical 3’ splice sites (Figure 4C, Supp Figure S3E). Post-transcriptional models follow the same trend with the central adenine of the cryptic splice site less accessible than the canonical splice site in both WT and MT junctions (Supp Figure S3F). Interestingly, other non-splice site NAG sequences within our data share similar high reactivity at the adenine (Figure 4C,D). The pattern of reactivity data, showing inaccessible Ns and reactive As at splice sites, is not reproduced in the base-pairing probabilities after computational modelling, even with experimental data incorporated, suggesting that the sequence context of cryptic and canonical is influencing structure, particularly in the co-transcriptional model with tight distance constraints (Figure 4C,D, Supp Figure S3E). Overall, like in reactivity data, canonical splice sites trend towards higher accessibility than cryptic splice sites (Supp Fig S4A).

Accessibility at the NAG splice site is limited to only three nucleotides and may not represent the accessibility of the overall junction. To further investigate the surrounding region, we incorporated experimental reactivity data into scanFold to analyse intronic sequences around the splice sites for stable structures and ensemble diversity [36]. We found that MT splice junctions contain significantly less stable structures across both cryptic or canonical splice sites than their partner sites in WT splice junctions (Figure 5A,C). Supporting this observation, MT splice junctions have significantly higher ensemble diversity at both cryptic and canonical splice sites than their partner WT splice sites (Figure 5B,C). Within WT splice junctions that are resistant to splicing changes in the context of SFB31 mutation, cryptic sites are significantly more stable, although this difference is minimal and does not correspond to a significant change in ensemble diversity (Figure 5C,D). To confirm findings made with *in vitro* SHAPE-MAP data, we performed *in vivo* SHAPE-MAP on five SF3B1 MT splice junctions (Supp Figure S5). We generated Scanfold ensemble diversity and Z score calculations using these *in vivo* SHAPE reactivities. *In vitro* and *in vivo* normalized SHAPE reactivities are highly correlated (average Spearman correlation of ρ = .74, Supplementary Table 6). Likewise, ensemble diversity and Z scores show similar trends between structures predicted using *in vitro* and *in vivo* SHAPE reactivities (Supplementary Figure 6).

To corroborate this, we analysed the amount of base-pairing in co-transcriptional minimum free energy structures surrounding the NAG motif. We find that there is significantly less base-pairing around MT junctions than in WT or control junctions at both the cryptic and canonical sites (Figure 5E). This is consistent with our Scanfold results showing increased flexibility around MT junctions (Figure 5C,D). Interestingly, within minimum free energy structures, WT canonical splice sites show more global base-pairing than WT cryptic splice sites (Figure 5E). Overall, this structural data suggests that robust splice junctions have higher global base-pairing, stable local structures and less ensemble diversity (Figure 5C–E).

## Discussion

Here we describe the structural pattern of 137 splice junctions, the majority of which contain a canonical and a cryptic 3’ splice site. This is the largest set of RNA structure data at 3’ splice junctions and is highly correlated to our *in vivo* validation subset. Analysing our reactivity data, we find that 3’ splice junctions have a characteristic pattern of accessibility at the NAG splicing motif where central adenine is more reactive than the preceding N. This pattern is present in both cryptic and canonical sites and also in both MT and WT splice junctions. However, we find that cryptic splice sites have lower magnitude changes in reactivity between the N and the A than non-splice site NAGs. We propose that the NAG pattern of reactivity is necessary to demarcate a strong splice site and that the magnitude of change between the N and the A may distinguish the splice site from the surrounding intron. Computational modelling of introns, even with reactivity data, does not capture the experimental reactivity pattern at the splice site. The transition between low and high reactivity at the N and A nucleotides in the experimental data is abrupt and may be due to lack of flexibility at the nucleotide rather than direct base-pairing and slight differences in nucleotide reactivity [37]. This could account for why the reactivity data is not reflected in the base-pairing probability from computational modelling. However, we find that the pattern of accessibility using computational modelling is similar for cryptic and canonical splice sites in both MT and WT splice junctions, like in our reactivity data. Derivation of experimental reactivity data on intronic sequences is important for direct analysis of nucleotide accessibility and to best inform computational modelling.

In addition to the structural characteristics at the NAG splice site, we also find that MT splice junctions are generally more flexible with higher ensemble diversity, lower structural stability and less base-pairing than WT or control splice junctions. This increase in flexibility covers a large area around the splice junction. While an increase in RNA structure in the WT splice junctions may seem counterintuitive for promoting splicing, there are other examples where RNA structure forms and promotes accessibility of specific regions. For example, *MBNL1* mRNA is bound by its own product, MBLN1 protein, which causes downstream restructuring of a functional RNA element [38]. Likewise, in the 5’ UTR of *SERPINA1* mRNA, structures upstream of the start codon are necessary to promote accessibility of the Kozak sequence [39]. Less flexibility in WT splice junctions may promote splicing or recruit specific RNA binding proteins during early splice site recognition compared to MT splice junctions.

Previous studies have looked for a role of specific mis-spliced genes in oncogenic phenotypes or proposed roles other than splicing in SF3B1 disruption, such as R-loop pathways [40]. We analysed whether MT genes that are consistently mis-spliced by SF3B1 K700E have similar structural characteristics to further understand the mechanism underlying the cohort of mis-spliced genes. We find that MT splice junctions have weak splice site strength at both the cryptic and paired canonical splice sites. This corresponds with a lack of differentiation in reactivity between the splice site NAG nucleotides for MT splice junctions, particularly the cryptic splice site compared to non-splice site NAG motifs. In addition, we find that MT splice junctions are significantly more flexible than WT splice junctions. Our results show that multiple features differentiate MT splice junctions from WT splice junctions, suggesting that recognition of splice junctions is likely due to multiple factors across a broad region of the precursor mRNA encompassing both the cryptic and canonical splice sites.

## Methods

### Cell culture

Human Nalm-6 SF3B1 K700E mutant and wildtype cells are from Horizon Discovery (Lafayette, Colorado). Nalm-6 cells were maintained in RPMI-1640 medium (Gibco) supplemented with 10% foetal bovine serum (FBS), 1% penicillin-streptomycin at 37°C with 5% CO2 and passaged every three days.

### Library preparation and RNA sequencing

Whole cell RNA was extracted from 1x10^6^ SF3B1 K700E and wildtype cells using standard Trizol extraction followed by DNA digestion and rRNA depletion prior to reverse transcription (ThermoFisher TRIzol, 5PRIME PhaseLock Heavy, Invitrogen Purelink RNA columns, ThermoFisher Scientific TurboDNAse Kit, and Qiagen FastSelect -rRNA depletion kit). Briefly, 1 ug of RNA was incubated with QIAseq FastSelect - rRNA HMR in two-minute steps decreasing in 5°C increments from 75°C to 55°C and finishing with 37°C for two minutes followed by 25°C for two minutes. This reaction was put straight into RT. Reverse transcription was performed using SuperScript IV reverse transcription kit with random nonomers, and second strand synthesis was completed with the Second Strand cDNA Synthesis Kit (Invitrogen, ThermoFisher Scientific). cDNA was purified with the Monarch PCR and DNA cleanup kit (New England Biolabs, NEB) and sequencing libraries were prepared under standard protocol using the Nextera DNA Library Preparation Kit (Illumina). RNA purification and cDNA libraries were prepared in triplicate for Nalm-6 SF3B1 mutant and wildtype cells grown on different days. Paired-end libraries (2 ×150) were sequenced on an Illumina NovaSeq.

### Splice junction characterization and quantification

Specific parameters and scripts are available on GitHub (herber4/SF3B1_C3SS_Structure_Paper.git). RNA sequencing reads from MDS patient samples (MDS: GSE63569, SF3B1 K700E *n* = 8, SF3B1 WT *n* = 4, CD34 + healthy *n* = 5) and K562 SF3B1 K700E isogenic cell line (GSE187356, SF3B1 K700E *n* = 2, SF3B1 WT *n* = 2) were downloaded from the Sequence Read Archive [25,41] and our NALM sequencing data all under-went the same analysis pipeline. Bbduk from bbmap was used to trim reads of adapters and to discard low quality reads and any remaining rRNA reads. Quality trimming was performed using bbduk (BBMap v38.73) using parameters provided at (bbduk_trim.sh) [42]. Reads were mapped to Hg38 using Hisat2 v2.1.0 under default parameters and alignment files were sorted and indexed using Samtools v1.10 (hisat_alignment.sh) [43,44]. Splicing analysis was conducted using rMATs v4.1.1 on the SF3B1 K700E samples against their matched controls with parameters allowing for novel splice site detection and variable read length (rmats.sh) [45]. Alternative 3’ splicing events shared in two or more cell types with and FDR < .1 and deltaPSI > .05 were included for further analysis. We identified resistant cryptic 3’ splice sites without splicing changes in SF3B1 mutant cells. First, junctions were extracted from mapped bam files using the regtools junctions extract command allowing for a minimum anchor length of 8 base pairs, and a minimum and maximum intron size of 50 and 500,000, respectively (https://github.com/griffithlab/regtools.git). Then, junctions identified in the previous step were annotated with the Gencode Hg38 v39 gtf file using the regtools junctions annotate command under default parameters. Finally, identification and filtering of cryptic 3’ splice sites in SF3B1 WT cells was conducted in R, resulting in the identification of 2801 C3SS events. These 2801 events were used as controls for all further analyses of sequence characteristics. Events were filtered and compared to previously published ENCODE RBP knockdown rMATS (https://github.com/flemingtonlab/SpliceTools.git) [46]. GC content, intron length, C3SS length, sequence content and bootstrapping analyses were all conducted in R v4.4.2. Maximum entropy scores for cryptic and paired canonical splice sites were generated with MAXENT and further analysed for significance in R [32].

### Gene fragment design, in-vitro & in-vivo SHAPE mapping

Gene fragments were designed and synthesized by Integrated DNA technologies (IDT). Each gene fragment contains 450 base pairs flanking both sides of the 3’ splice site, with a T7 promoter on the 5’ end and both ends capped with stabilizing hairpin sequences. Using the gene fragments as template, in vitro RNA synthesis was performed for two hours at 37°C using the HiScribe T7 High Yield RNA Synthesis Kit (New England Biolabs). In vitro synthesized RNA was DNA digested with TurboDNAse and purified with RNA XP cleanup beads (Beckman Coulter). RNA was incubated in folding buffer (400 mM bicine, 200 mM NaCl, 20 mM MgCL2) and 25 mM 5NIA or DMSO at 37°C for 5 minutes and immediately cleaned up using RNA XP beads (Beckman Coulter) and input into error-prone reverse transcription using the Invitrogen Super Script II (ThermoFisher Scientific) with modified RT buffer (10X: 500 mM Tris pH 8, 750 mM KCl) supplemented with 6 nM manganese, RNAse inhibitor, and reverse primer 5-TGTTGGAGTCACTCGACTCCGGT-3. The RT product was cleaned up with the RNA XP beads and used as template for the Second Strand cDNA Synthesis kit (Invitrogen, ThermoFisher Scientific). Finally, libraries were synthesized with standard Nextera DNA library prep and sequenced (2 ×150, Illumina).

### In vivo validation of RNA structure

Nalm-6 SF3B1 K700E mutant cells were grown to confluency, 1 × 10^7^ cells were pelleted, and nuclei were fractionated using the Cytoplasmic and Nuclear RNA purification kit (Norgen Biotek). Briefly, cell pellets were treated with lysis buffer J on ice for 15 minutes, and nuclei separated by centrifugation at 600 *g* for 5 minutes. Remaining nuclei were resuspended in 1X buffer SK then treated with 1X folding buffer, 200 U murine RNAse inhibitor (NEB) and either 25 mM 5NIA or DMSO and incubated at 37°C for 10 minutes. Finally, RNA was purified with the remaining steps of the Norgen purification kit and DNAse digested as previously described. Error-prone RT was conducted as previously described with the addition of random nonomers instead of gene specific primers, and RT products were cleaned up using the RNA XP beads. To amplify target preRNA, subsequent PCR reactions using gene specific primers were used to incorporate Illumina barcodes (Supplementary Table 5). Both PCR reactions were conducted for 15 cycles each with the Monarch Q5 High-Fidelity DNA Polymerase (NEB). Final PCR products were pooled and size selected from a DNA agarose gel with the Monarch DNA Gel Extraction Kit (NEB). Libraries were sequenced at 2 × 150on an Illumina MiniSeq. SHAPE profiles were generated with shapemapper2 v2.2.0 [47] and technical replicates with high correlation were merged for further analysis. Correlation analysis between in vivo and in vitro SHAPE profiles was conducted in R. Correlation between *in vivo* and *in vitro* SHAPE profiles was further validated by analysing ensemble diversity and Z scores predicted with ScanFold [48]. Scanfold was run with on each gene fragment while providing either *in vivo* or *in vitro* SHAPE reactivities at regions with both data, and NAs filled at remaining nucleotides. Scanfold was run with a window size of 200 nucleotides and step size of 20. Per base z scores and ensemble diversities were compared at each junction and averaged over all splice sites with in vivo data and visualized in R. Significance between nucleotide reactivity was assessed with Wilcoxon test.

### SHAPE analysis

SHAPE analysis was conducted with shapemapper2 v2.2.0 under default parameters using DMSO controls as untreated and 5NIA reads as modified, respectively (shapemapper.sh) [47]. Normalized SHAPE reactivity profiles were adjusted to between 0 and 4 and utilized for all further downstream analyses. SHAPE guided base pairing probabilities for max distances of 27 through 34 were predicted using the RNAfold function of ViennaRNA v2.4.18 and the mean of this window was used for further analysis. Structural trends flanking the cryptic and canonical splice sites were assessed by predicting SHAPE guided MFE structures for the last 120 bases of the intron and the first 15 bases of the exon using RNAFold function with no max distance [49,50]. Dot bracket files produced in the previous step were imported into R, and hairpin length was determined as the sum of paired bases divided by two. Structural trends in this region were further assessed by evaluating Z scores and ensemble diversities predicted with Scanfold [48]. Scanfold was run under default parameters using SHAPE data to guide predictions and allowing a window size of 200 and step size of 20. Windows from both cryptic, canonical and control splice sites were analysed. Per base z scores and ensemble diversities were averaged over all splice sites included in each group and visualized in R. Significance between nucleotide reactivity was assessed with Wilcoxon test.

## Supplementary Material

Supplemental Figure 2

Supplemental Figure 1

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

Supplemental Figure 6

Supplemental Table 4

Supplemental Table 6

Supplemental Table 5

Supplemental Table 3

Supplemental Table 2

Supplemental Table 1

## Figures and Tables

**Figure 1.**
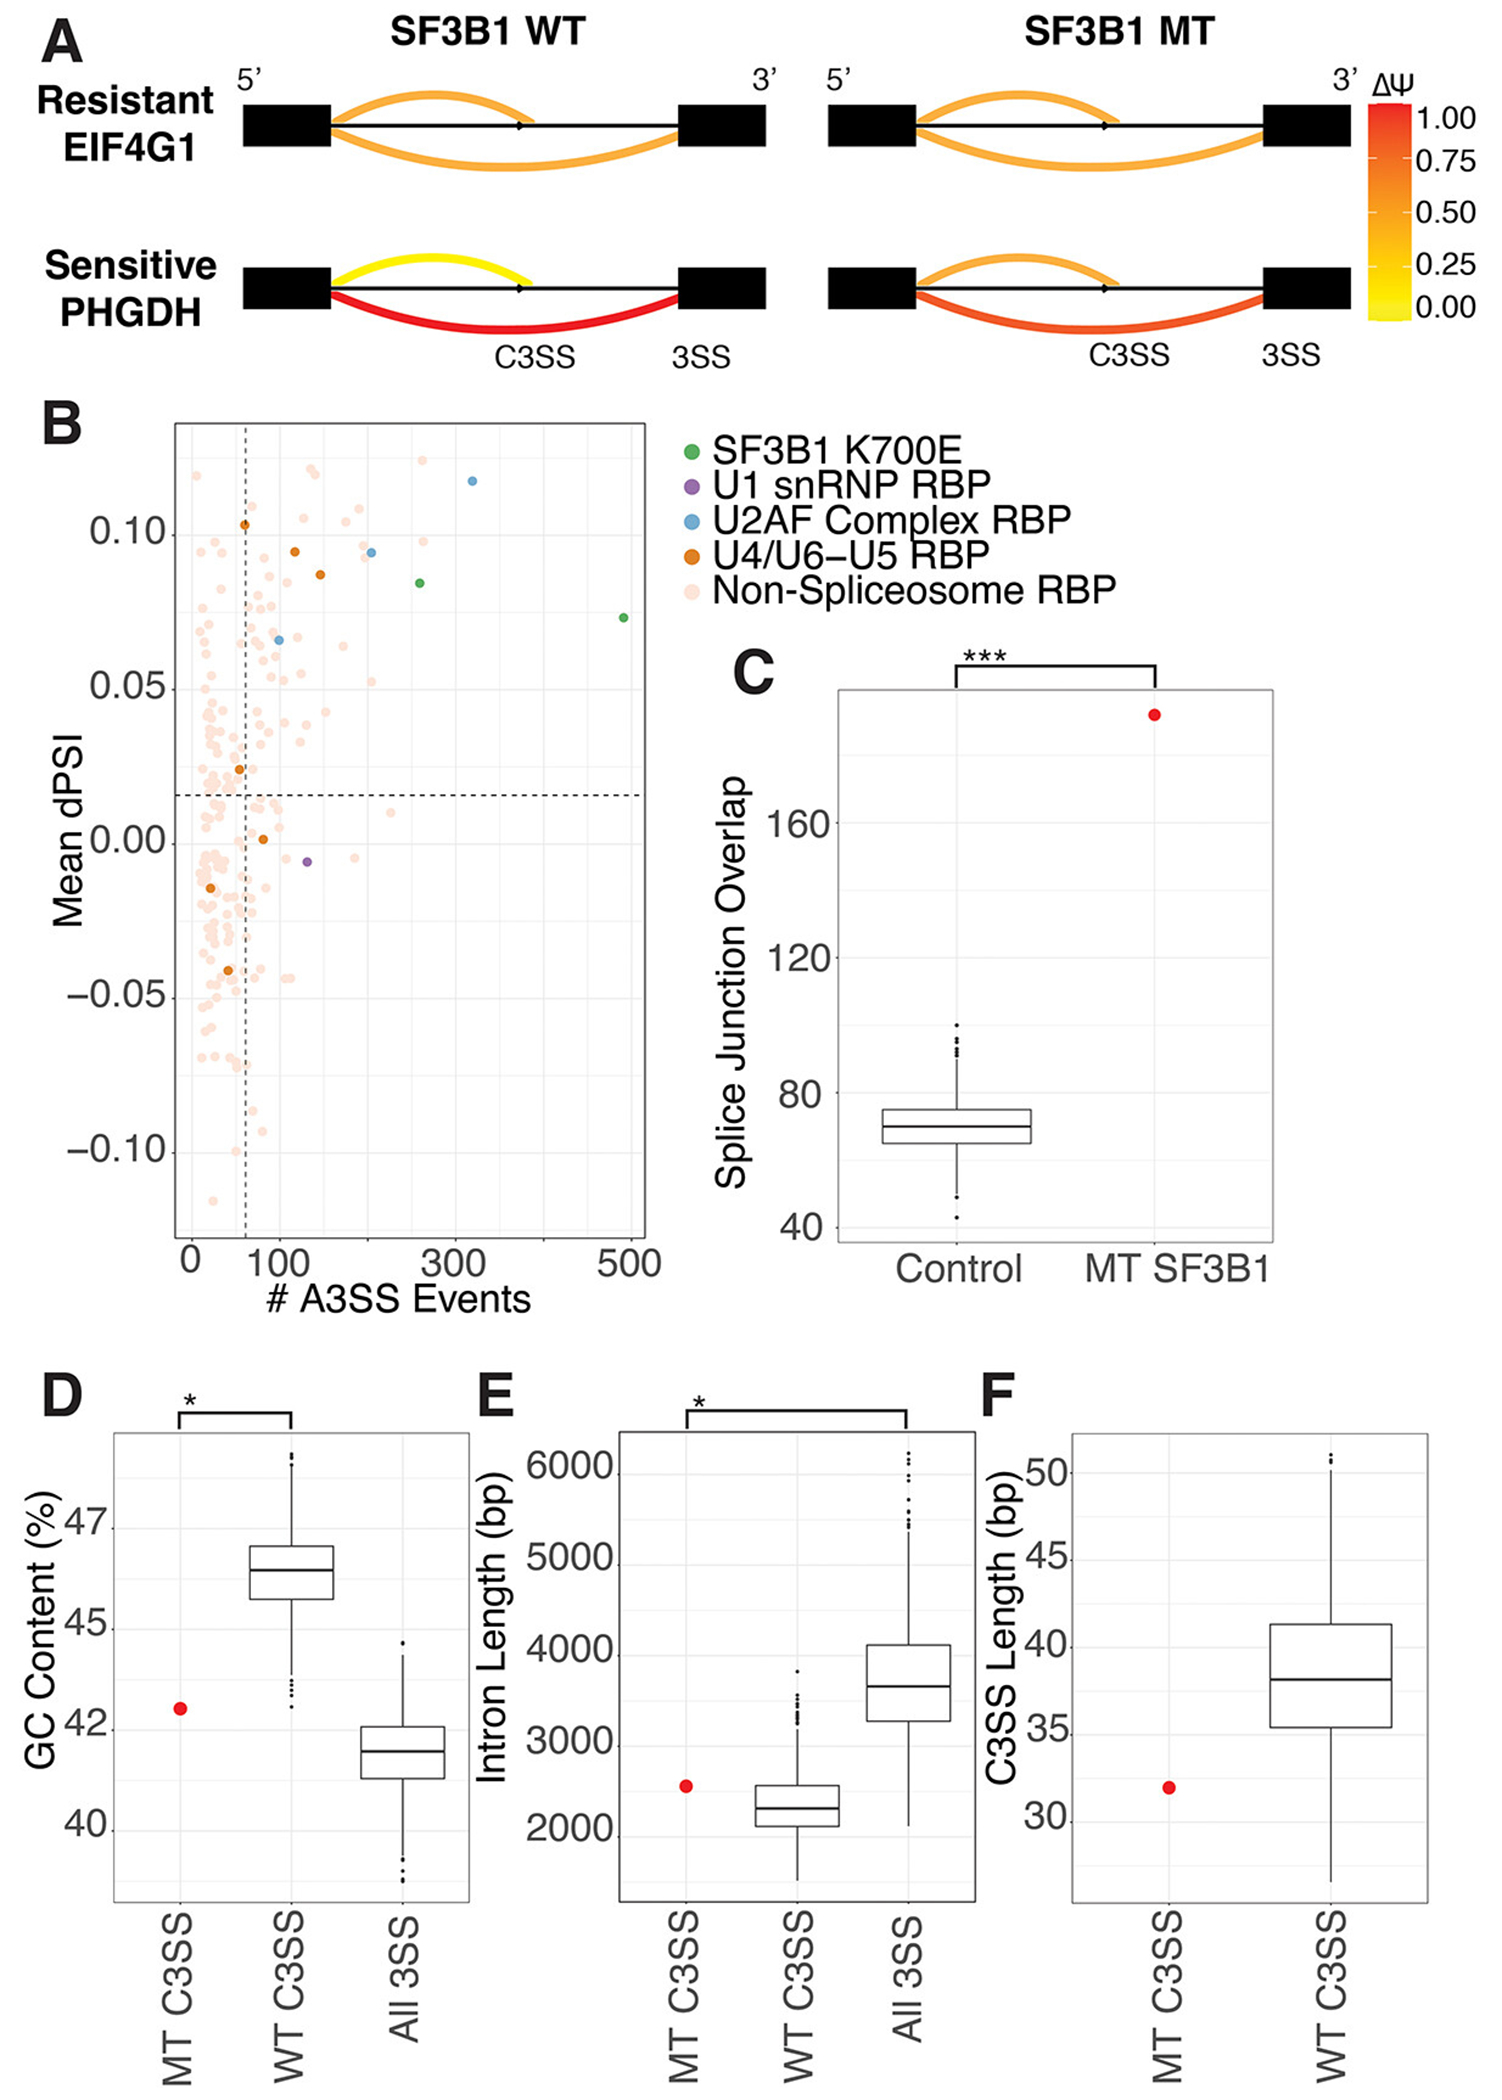
SF3B1 K700E mutation causes consistent mis-splicing at a subset of splice junctions. (A) sashimi plots displaying nomenclature used to denote SF3B1 sensitive (MT) or resistant (WT) cryptic 3’ splice sites (C3SS). SF3B1 resistant C3SS in EIF4G1 displays no change in splicing between SF3B1 normal and K700E cells, however, SF3B1 sensitive C3SS in PHGDH shows significant change in use in SF3B1 K700E cells. (B) degree of alternative 3’ splicing in SF3B1 mutants versus ENCODE RBP knockdown. rMATS analysis from RBP knockdowns in HEPG2 cells were merged and filtered for events with FDR < .09, splice junction counts > 10 in knockdown and controls, and deltaPSI > 0.05 and < −0.05. RBPs known to play a large role in splicing are coloured with different SF3B1 K700E cell types (green), U1 snRNP components (purple), U2AF complex (blue), U4/U6-U5 tri-snRNP complex (orange) and non-splicing RBPs (tan). (C) normalized sets of random splice junctions were tested for their overlap and show significantly fewer alternative 3’ splice site events in common than the overlap between sets of splice junctions from SF3B1 K700E datasets. (D) analysis of GC content in the 150 base pairs upstream of SF3B1 K700E MT-sensitive (MT C3SS) versus WT-resistant cryptic splice sites (WT C3SS). The 192 events shared between MT have significantly lower GC content compared to WT C3SS. WT splice sites selected using random bootstrapping (sampled to 192 events, 1000 times). (E) MT C3SS and WT C3SS have similar intron lengths but are shorter than all other splice junctions. WT C3SS were selected using random bootstrapping. (F) distance in base pairs between C3SS and paired canonical 3SS in SF3B1 MT sensitive versus resistant C3SS analyzed by bootstrapping. The 192 events shared in SF3B1 MT show no significant difference in C3SS length compared to WT C3SS (sampled to 192 events, 1000 times). (*** = p < .0005, ** = p < .005, * = p < .05).

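The cryptic site of PHGDH lies on the plus strand of chromosome 1 of hg38 at 119735107, unannotated and in the intron, 188 bases before the canonical start of coding exon 7 at 119735295. In NALM-6 cells its PSI was 0.0946 ± 0.00772 (SD, n = 3 libraries) with SF3B1 K700E and 0.00587 ± 0.0014 with SF3B1 WT, from 447 to 554 and 895 to 1622 junction counts per library. The log2 ratio of inclusion to skipping counts changed by 4.13 (standard error 0.284, adjusted p = 0.00014 from limma with Benjamini-Hochberg adjustment, higher in all K700E libraries), well beyond the spread between libraries. The event is not among those of Supplementary Table 2. The authors' deposited table, which lists events with an FDR under 0.1, has no A3SS event for EIF4G1.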

**Figure 2.**
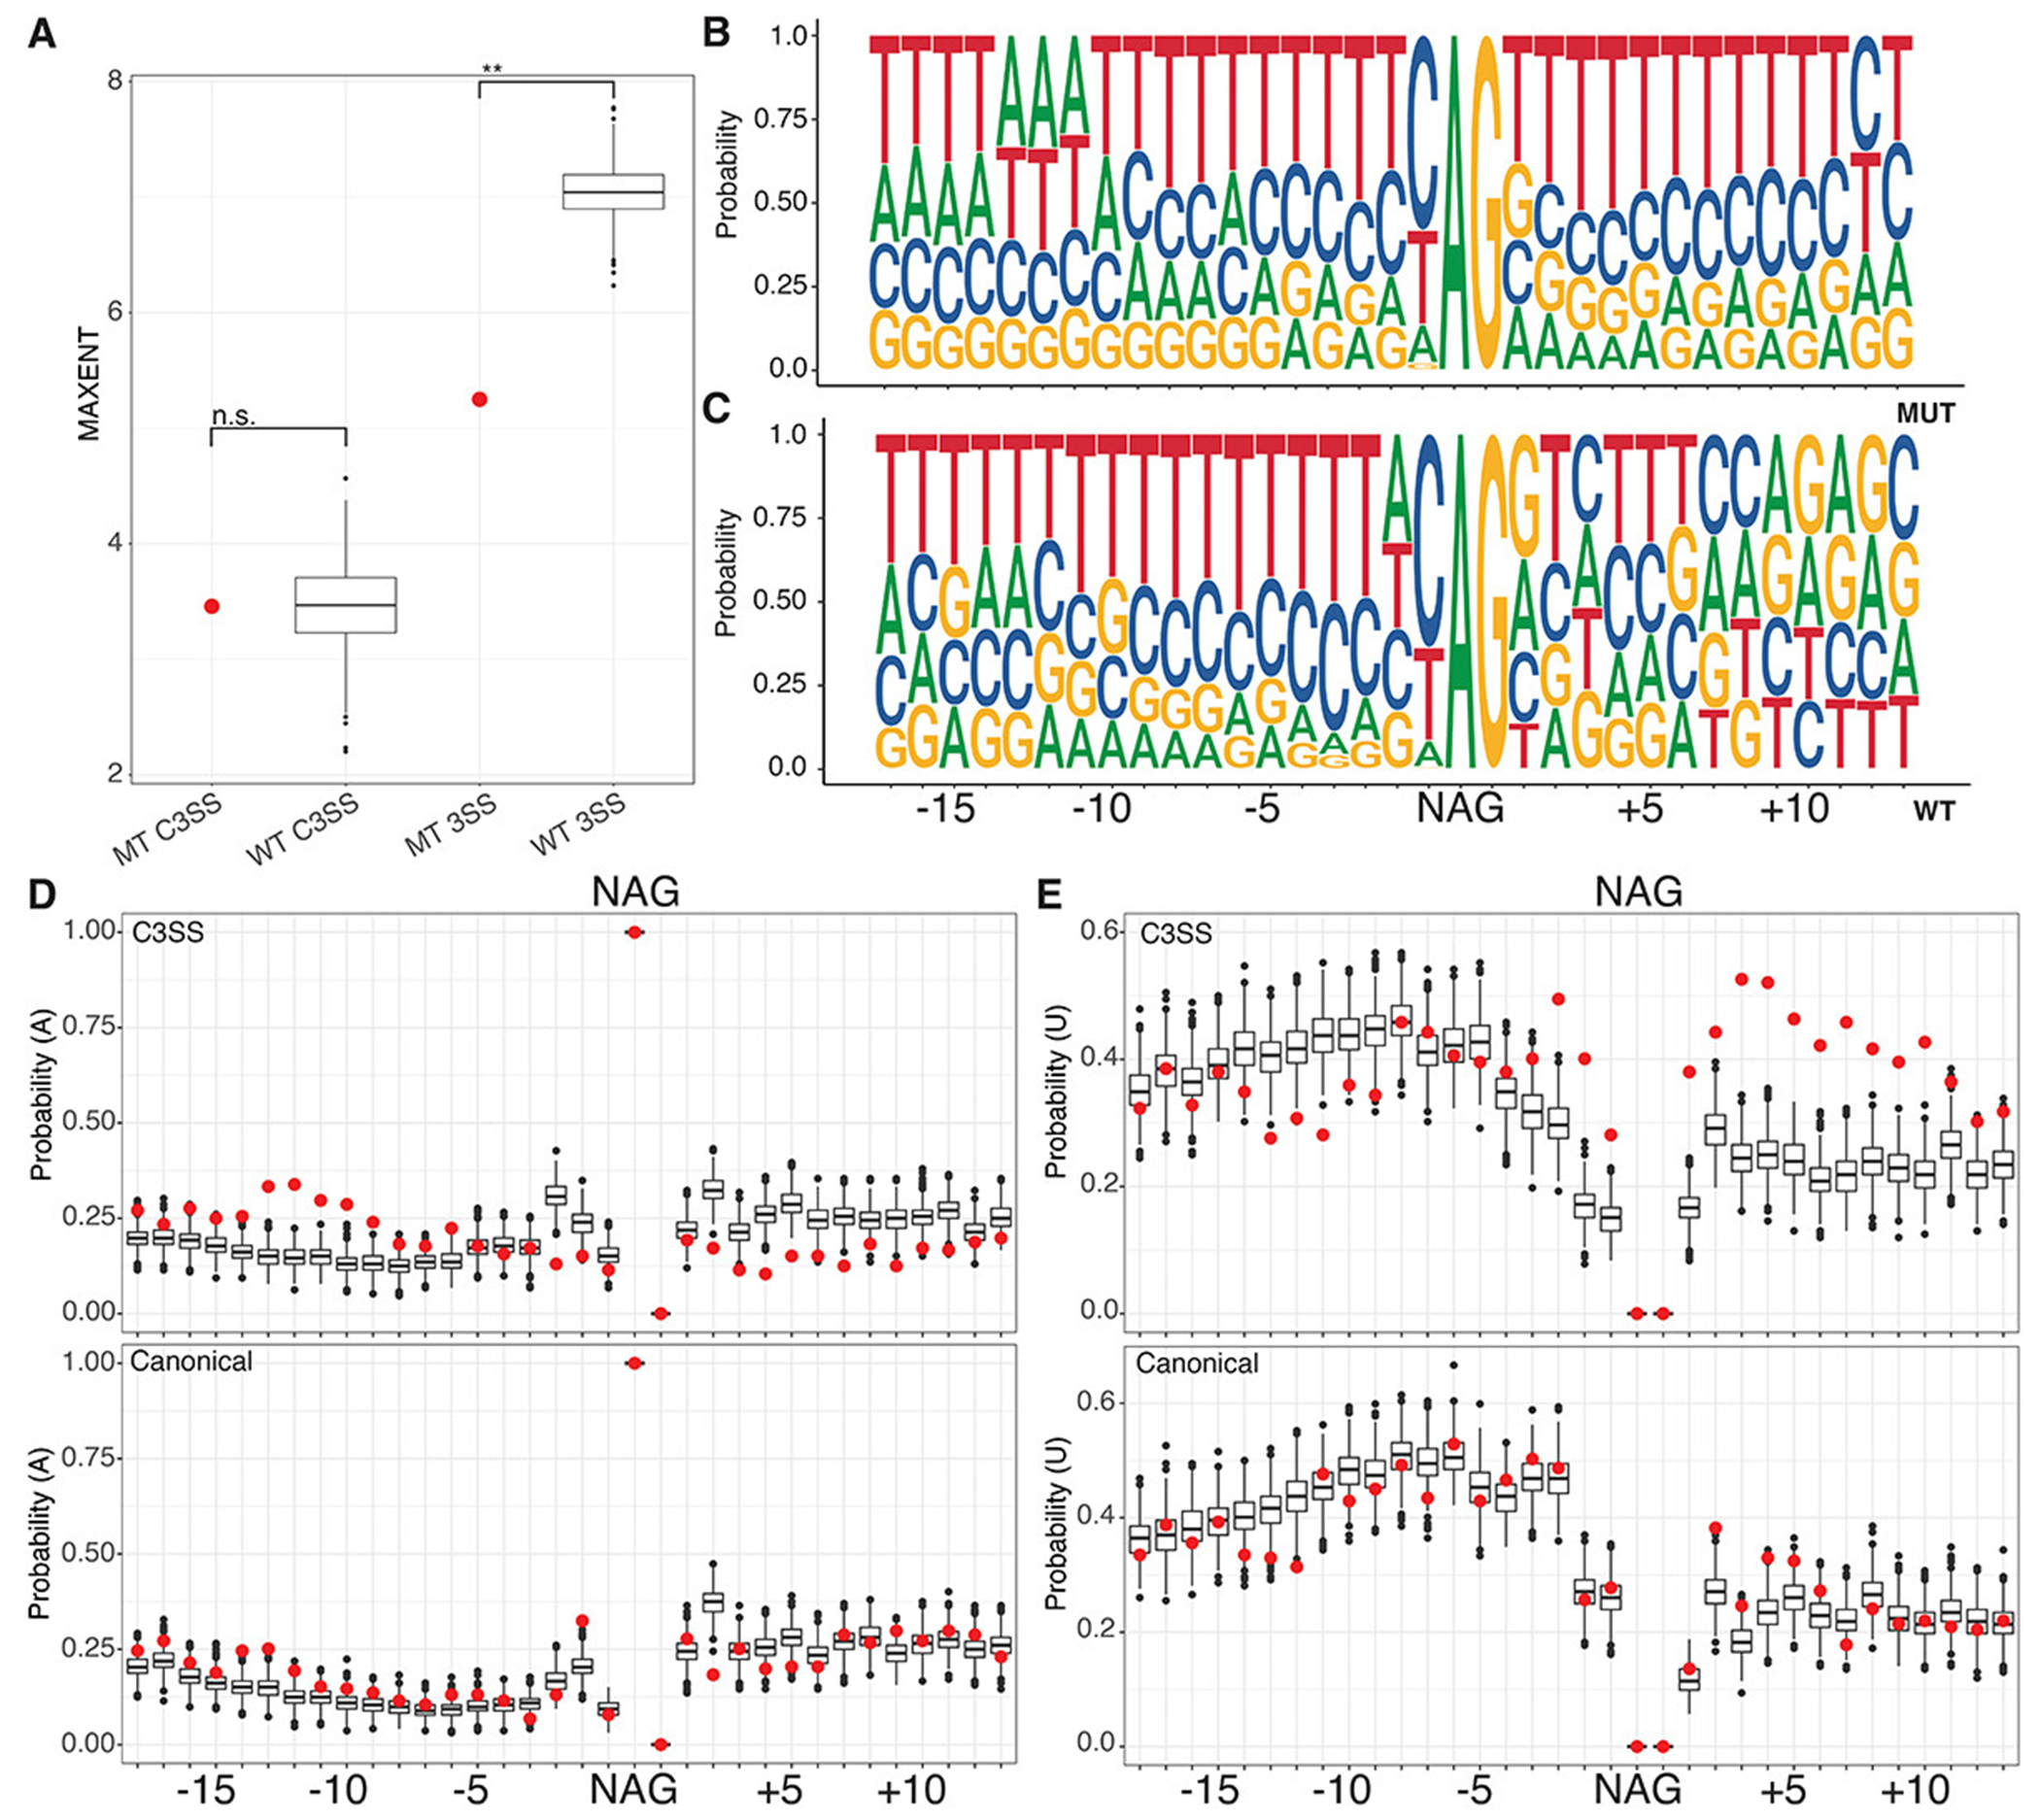
SF3B1 sensitive MT cryptic splice sites are embedded in an extended polypyrimidine tract. (A) splice site strength was calculated using MAXENT at cryptic splice sites (C3SS), with both MT and WT having similar low strengths at the cryptic position. In contrast, the same measurement at canonical splice sites (3SS) is significantly higher at the WT splice site than at MT splice sites. WT splice sites were selected using random bootstrapping. (B) the MT cryptic splice sites (top) are embedded in an extended polypyrimidine tract compared to paired canonical splice sites (bottom) as shown by sequence logo analysis of the nucleotide probability. (D) probability of adenines and (E) uridines flanking MT C3SS (red, top) and paired 3SS (red, bottom) compared to WT C3SS (black, top) and 3SS (black, bottom) indicating changes in nucleotide composition, particularly an increase in uridines downstream from the splice site motif (NAG) at the MT C3SS. WT splice sites were selected using random bootstrapping. (*** = p < .0005, ** = p < .005, * = p < .05).

**Figure 3.**
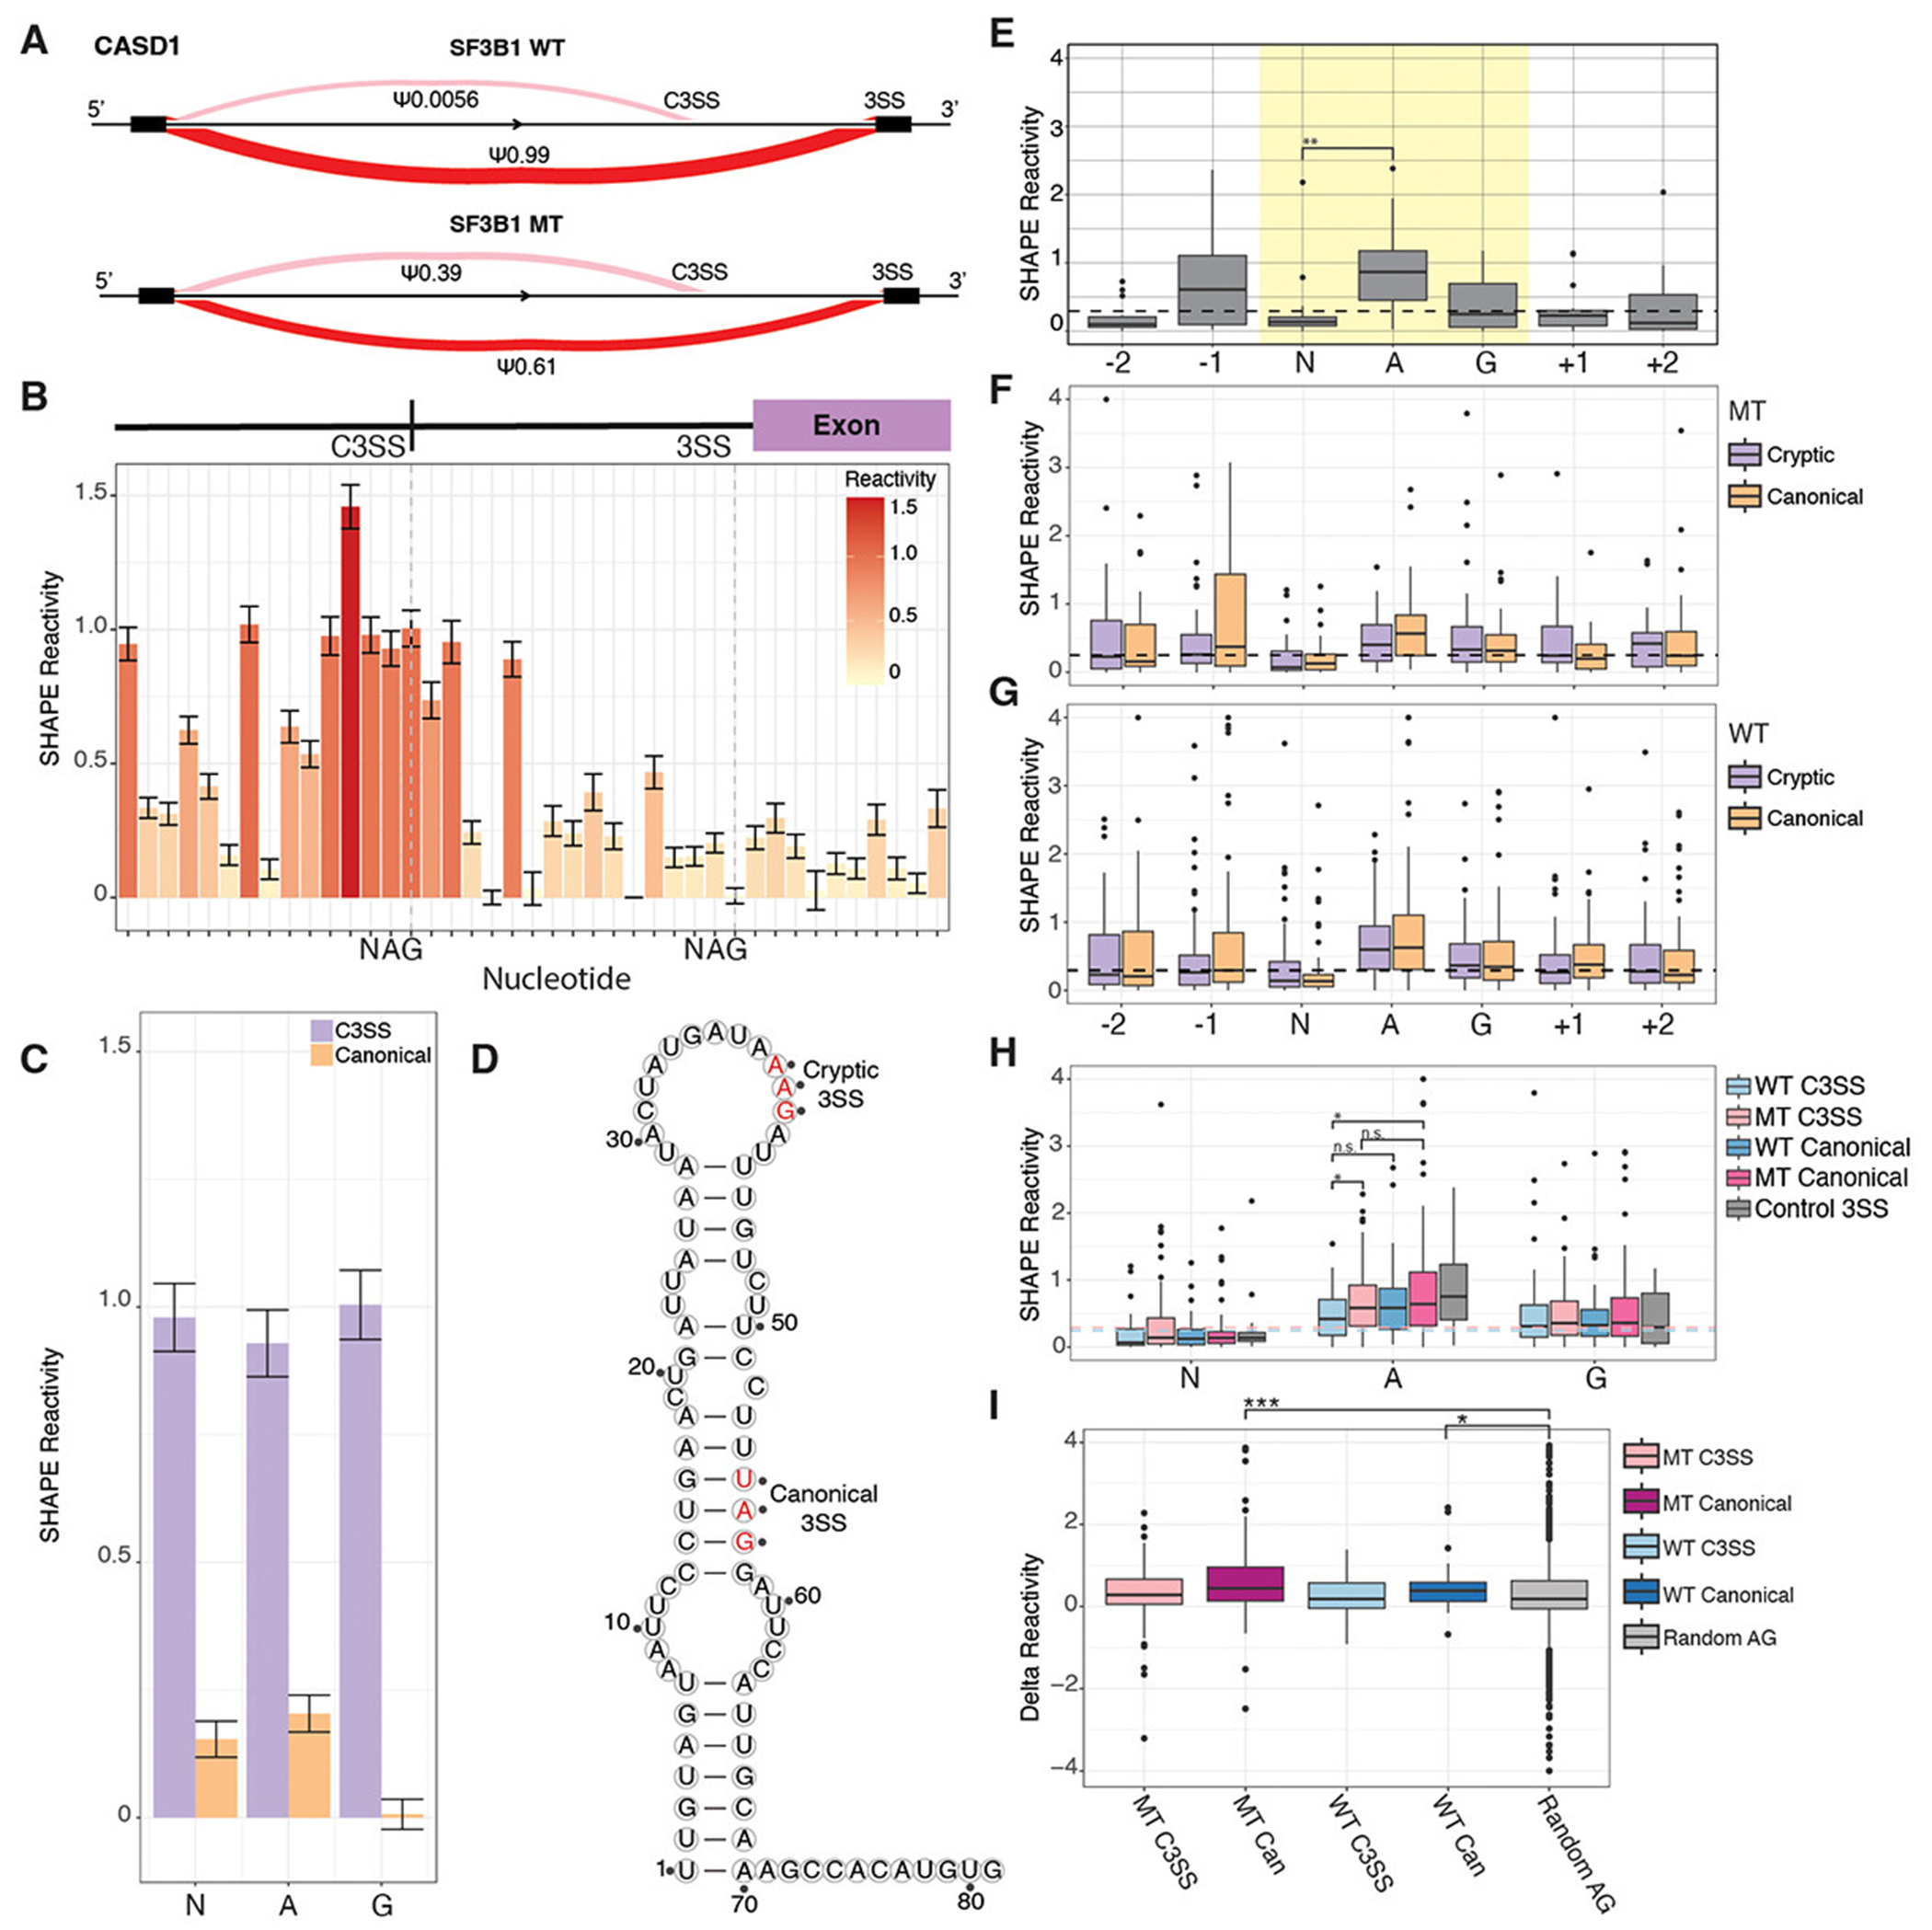
Conserved pattern of accessibility at cryptic and canonical 3’ splice sites. (A) sashimi plot of cryptic 3’ splice site in CASD1 showing a percent spliced in (PSI) of 0.0056 in SF3B1 WT cells and a PSI of 0.39 in SF3B1 K700E mutants. (B) per nucleotide in-vitro SHAPE reactivity and standard error of reactivity at each base show significantly higher reactivity over CASD1 C3SS than paired canonical 3SS. Dashed lines denote C3SS and paired canonical splice sites with NAG labeled on the x-axis. (C) overlayed per nucleotide in-vitro SHAPE reactivity of the CASD1 C3SS (purple) and paired canonical 3SS (orange) illustrates the accessibility difference in SHAPE reactivity between the two splice sites. (D) minimum free energy structure of CASD1 C3SS predicted with in-vitro SHAPE reactivity displays a single stranded C3SS and paired canonical 3SS. Cryptic and canonical 3SS are shown in red text and labeled. (E) control 3’ splice sites (3SS) with no alternative splicing show a characteristic accessibility pattern from chemical probing SHAPE reactivity data with the central adenine in the NAG motif significantly higher than the preceding N. The median reactivity from ±150 surrounding bases is plotted as a reference (black) (*n* = 15). (F) SHAPE reactivity profile of SF3B1 MT sensitive C3SS plotted next to paired canonical SHAPE reactivities and the median reactivity from ±150 splice site bases plotted as a dashed black line (*n* = 83). (G) SHAPE reactivities of WT C3SS and paired canonical splice sites and the median reactivity from ±150 splice site bases plotted as a dashed black line (*n* = 39). (H) SHAPE reactivities from A, B, and C plotted together, significance tested with a pairwise Wilcoxon test, and the median SHAPE reactivities for ±150 splice site bases from MT C3SS (pink) and WT C3SS (blue) plotted as dashed lines. (I) SHAPE reactivities for −120 to + 15 from 3SS normalized to control splice junctions. (*** = p < .0005, ** = p < .005, * = p < .05).

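CASD1 lies on chromosome 7, and its cryptic 3' splice site at 94533189 of hg38 (plus strand) is unannotated, 16 bases before the canonical start of coding exon 6 at 94533205. The intron to the canonical site is 4954 bases long, and the sequence from 40 bases before the cryptic site to 10 bases into the exon is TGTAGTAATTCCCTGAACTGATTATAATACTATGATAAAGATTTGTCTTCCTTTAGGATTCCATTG. In the NALM-6 libraries the cryptic site had 51, 72 and 31 inclusion counts against 67, 88 and 40 skipping counts in K700E cells, and 4, 2 and 7 against 148, 98 and 112 in WT cells. After correction for length, PSI was 0.415 ± 0.00913 (SD, n = 3 libraries) in K700E and 0.0318 ± 0.019 in WT cells. The log2 ratio changed by 4.40 (standard error 0.494, adjusted p = 0.00094 from limma with Benjamini-Hochberg adjustment, higher in all K700E libraries).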

**Figure 4.**
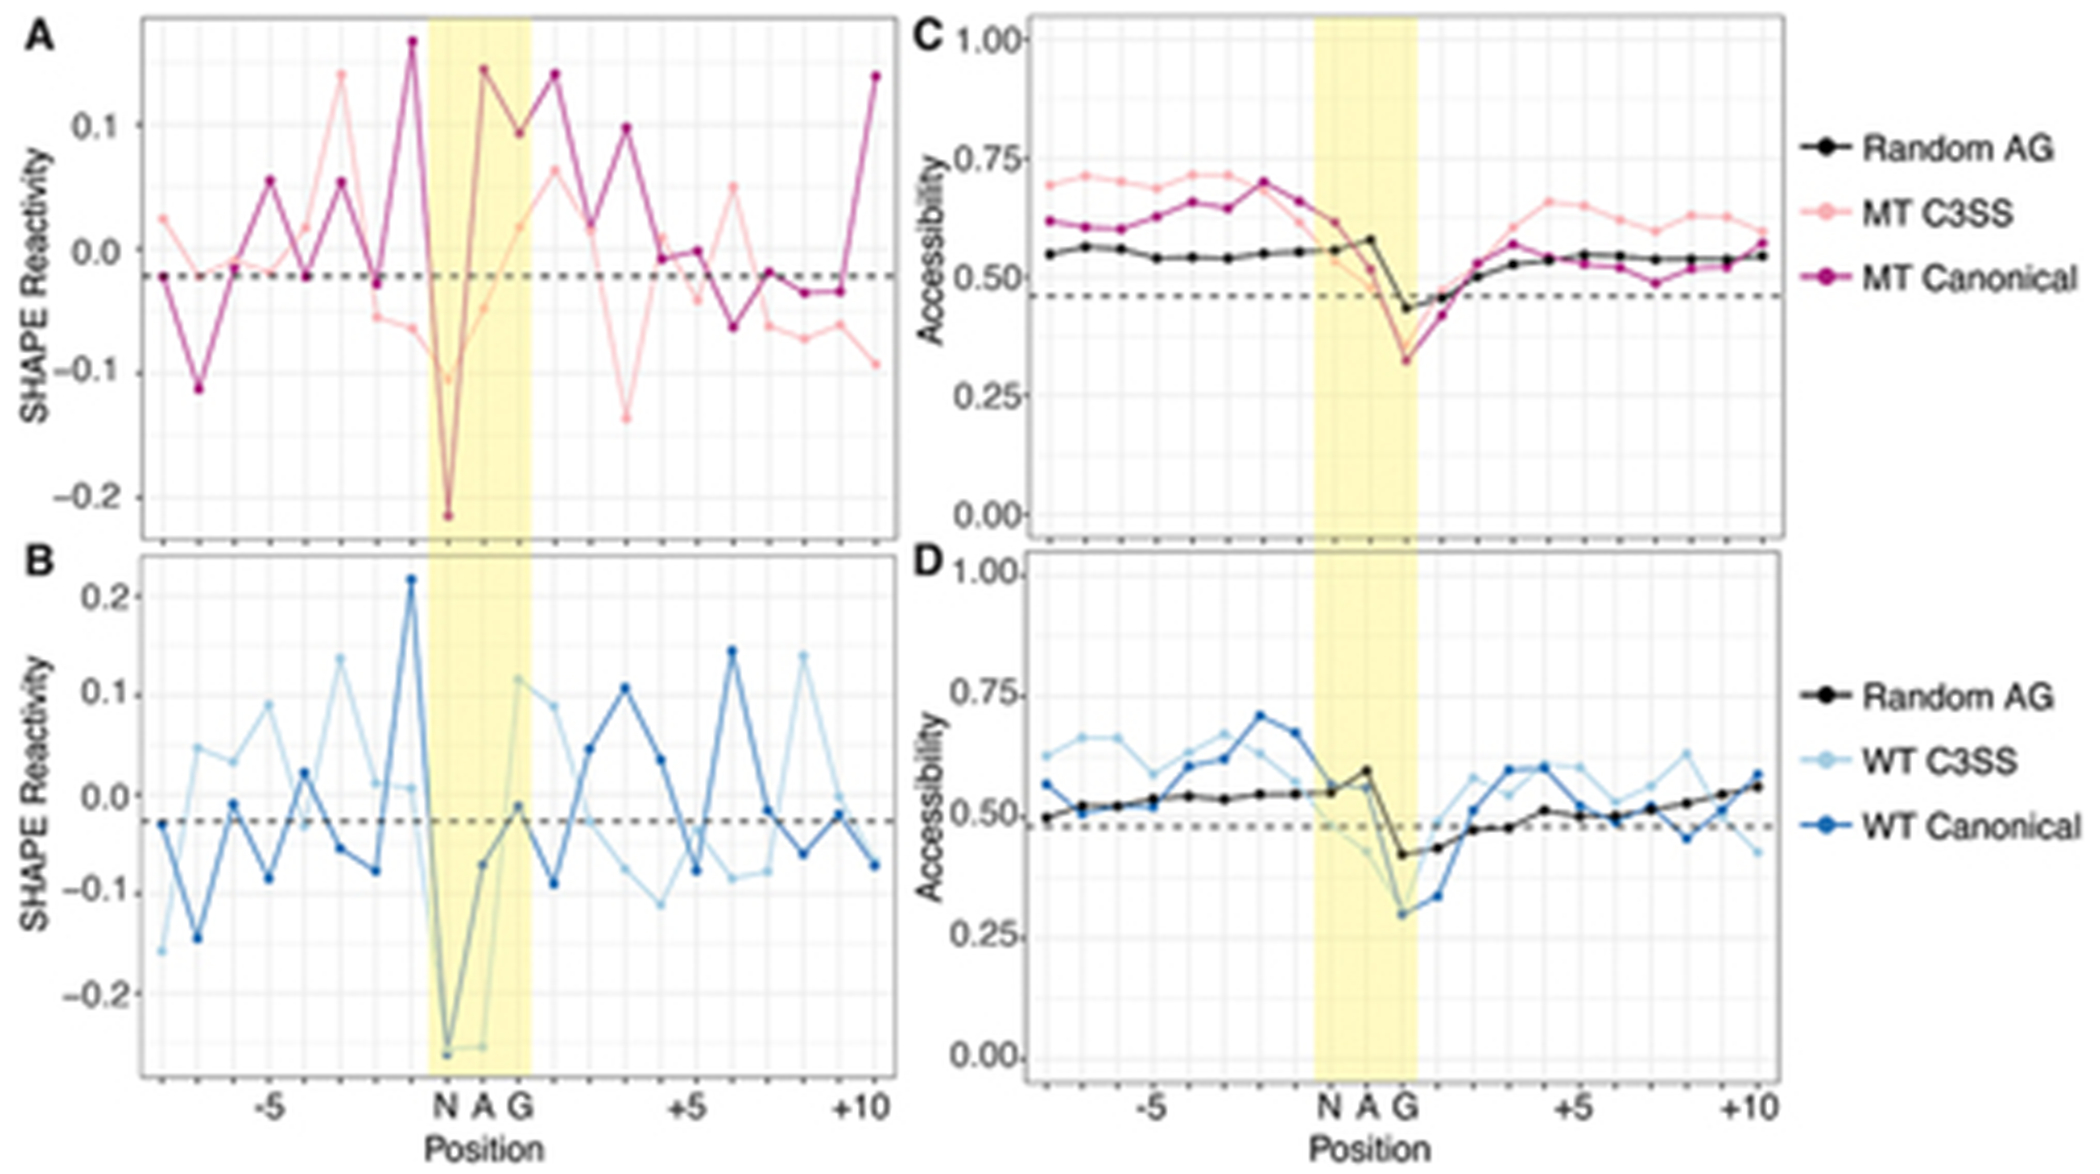
Cryptic and canonical splice sites have similar SHAPE reactivity and predicted accessibility. (A) dip in SHAPE reactivity at the N of the NAG splice site motif for both MT C3SS (light pink), paired canonical (dark pink) and (B) WT C3SS (light blue) and paired canonical (dark blue) compared to flanking nucleotides. Data normalized to mean SHAPE reactivity of random intronic or exon non-splice site AG motifs. Median normalized reactivities for ±10 bases from the MT and WT cryptic splice site plotted as black dashed horizontal lines. (C) base accessibility exhibits a downward trend over the NAG splice site motif compared to flanking nucleotides for both MT C3SS (light pink), paired canonical (dark pink) and (D) WT C3SS (light blue) and paired canonical (dark blue). Base accessibility was determined through SHAPE-guided RNAfold predictions averaged over max distances of 27 to 34.

**Figure 5.**
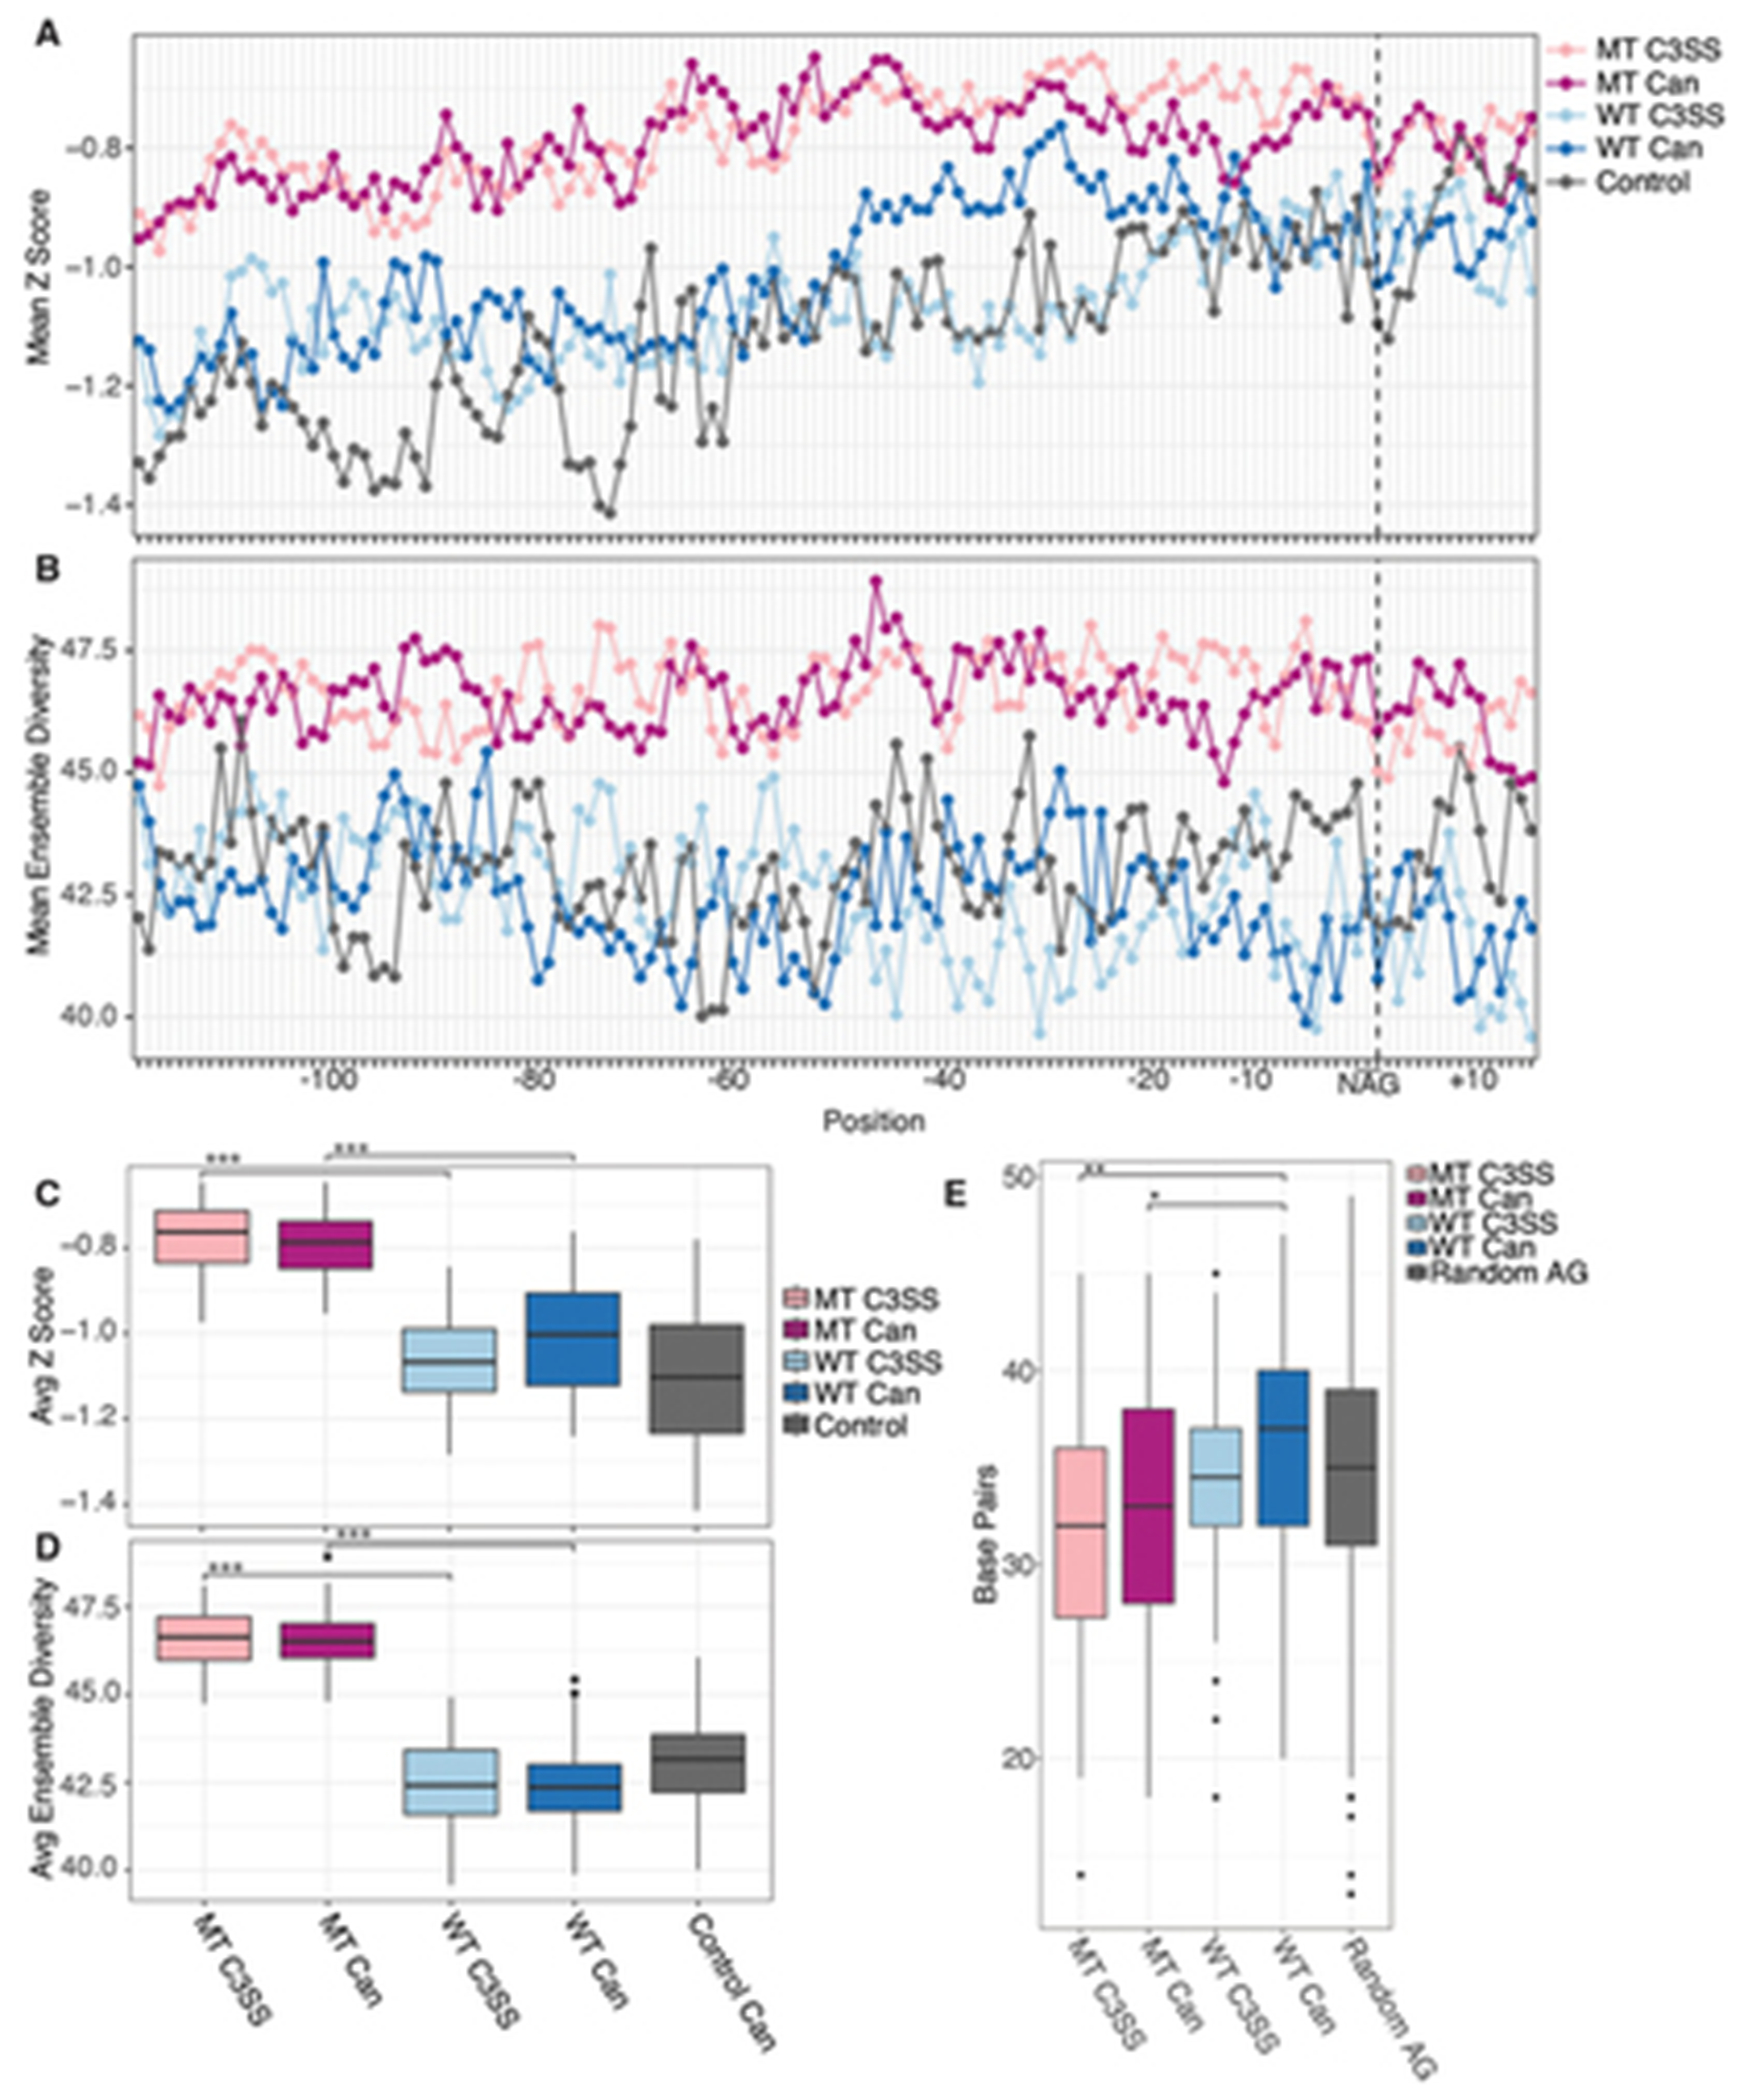
Increased flexibility of upstream intronic sequences in SF3B1 MT sensitive 3’ splice sites. (A) higher Z scores suggest the presence of less stable structures upstream of NAG splice site motifs for MT cryptic 3’ splice sites (MT C3SS, light pink) and paired canonical (MT can, dark pink upstream of NAG splice site motifs compared to WT C3SS (light blue) and WT canonical (dark blue). (B) likewise, higher ensemble diversity indicates the propensity of MT C3SS (light pink) and MT canonical splice sites to form multiple distinct secondary structures compared to WT C3SS (light blue) and paired WT canonical splice sites (dark blue). Control 3SS (gray). (C) significantly less stable MT regions (light pink, dark pink) compared to WT C3SS (light blue) and paired canonical (dark blue). Box plot of Z scores averaged per base for bases −121 to + 15 across all MT C3SS, paired MT canonical, WT C3SS, paired WT canonical and control 3SS (gray). (D) significant difference in ensemble diversity between SF3B1 MT C3SS (light pink) paired MT canonical (dark pink), WT C3SS (light blue) and WT canonical (dark blue). Ensemble diversity plotted as described in (C). (E) significant difference in the number of paired bases in MFE structures of MT C3SS (light pink) and MT canonical (dark pink) compared to WT C3SS (light blue) and WT canonical (dark blue). The number of paired bases for −121 and +15 bases flanking cryptic and canonical splice sites was determined from SHAPE guided MFE structures produced with RNAfold. (*** = p < .0005, ** = p < .005, * = p < .05).

## Data Availability

Normalized SHAPE reactivities and scripts used for data analysis and visualization are available at https://github.com/herber4/SF3B1_C3SS_Structure_Paper.git. Supplementary tables are available at https://github.com/herber4/SF3B1_C3SS_Structure_Paper/blob/main/Supplementary_Tables_A4_Reduced.xlsx. Raw sequencing reads from NALM-6 SF3B1 K700E and wild-type samples are deposited to the gene expression omnibus: GSE289451. Other data are available upon request.

How the deposited data were processed for this re-analysis (not part of the article)

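RNA from isogenic NALM-6 cells with SF3B1 WT or SF3B1 K700E was sequenced in 3 libraries per genotype. Groups were taken from the sample labels. Only these 6 libraries were analysed. The K562 and patient samples, the set of resistant junctions, the MAXENT scores and the chemical probing data were not used here. Supplementary Table 2 of the paper gave the list of SF3B1-sensitive junctions, and Supplementary Tables 3 and 4 the genes of the enriched terms. For the 29 listed junctions without an event in NALM-6, the PSI of the control samples in Supplementary Table 2 set which site is cryptic. The copy of Supplementary Table 1 read here was incomplete and was not analysed.

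The authors trimmed reads with bbduk, aligned them to hg38 with Hisat2, sorted the alignments with Samtools and compared splicing with rMATS. The deposited gene table holds raw counts per gene, which are whole numbers that sum to different totals per library, although it is named as CPM. The paper's text does not name the counting tool. A Length column deposited with the counts holds other values, the gene length in bases. The deposited rMATS table holds other units as well: junction counts of the inclusion and skipping form, the effective length of each form in bases, and PSI as a fraction, with 3 values per group. Its p-value and FDR columns are those the authors' rMATS run gave, and its score column is the difference in mean PSI, K700E minus WT, as the authors computed it. Every event in the deposited table has an FDR under 0.1, so events without a change are missing from it. The values within a group of the rMATS table carry no replicate numbers. Their order matched the replicate numbers, since over 2764 genes the deviations of the junction counts per gene from the group mean correlated with those of the gene counts by 0.56 to 0.69 for the same number and under 0 for every other.

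Total gene counts ranged from 15795942 to 34068012 per library. Of 61533 gene identifiers, 99.8% had a symbol in GENCODE 44. Because the file was named as CPM, the test set before the data were examined was limma on log2(CPM + 1). The file held counts, so edgeR 4.0.16 (R 4.3.3) with TMM scaling and the quasi-likelihood test took its place, and limma was kept as an alternative. Genes with a mean CPM of at least 1 were tested, two-sided, with Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation was 20.5%. Events with a mean of at least 10 junction counts per library were tested with limma 3.58.1 on the log2 ratio of inclusion to skipping counts, with a pseudocount of 0.5 and a trend on the mean counts, at an adjusted p under 0.1 and a difference in mean PSI over 0.05. The list of Supplementary Table 2 genes was tested for expression with camera at a preset correlation of 0.01.

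Sequences came from hg38 through pysam 0.24.0 and samtools 1.23.1. GC content was taken over 150 bases upstream of a 3' splice site, U over 10 bases downstream, and A and U over bases 18 to 9 upstream. Scores came from a position weight matrix over 20 intron and 3 exon bases. Matching by distance used classes at least 10 bases wide, so distances could still differ within a class. Sets were compared with two-sided permutation tests of 100000 resamples in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Of the 1979 A3SS events, 1978 had both sites after AG.

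Named genes followed a rule set with the design. For expression these were SF3B1 and the 5 largest increases and 5 largest decreases among genes past the adjusted p without overlap between groups. For splicing these were the genes the paper or its supplements name for mis-splicing or probing, the genes of the transport terms, SF3B1, and the 5 largest rises and 5 largest falls among called A3SS events. Values of events with very few counts are given only where their counts are given too.

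The gene test, the event test, the permutation tests between sets and the extraction of sequences were tried on simulated data, and the other steps were not. With 200 of 15067 genes changed, edgeR recovered 106 (53%) with 7 false calls, limma 112 with 7 and DESeq2 144 with 28. With 200 of 8546 events changed by 2 in the log2 ratio, limma recovered 0 after adjustment, although 70.5% had an unadjusted p under 0.05. With a change of 4 it recovered 177 (88.5%) with 16 false calls, and with 4000 events changed by 2 it recovered 2844 (71.1%) with 172 false calls. The number of calls therefore depends on how many events change. The permutation test of means passed 0.05 in 2 of 100 runs without a shift and 99 of 100 with a shift of 5. The test of medians did so in 5 and 96. Those runs drew normal values of equal spread in both sets. The distances were skewed and differed in spread between the sets, so the runs do not show how the test of medians behaves there.

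Alternatives covered the pseudocount, the count filter, the scaling, the variance trend, a replicate block, the limits on the adjusted p and on PSI, precision weights, each library left out in turn, DESeq2 1.42.0, a batch term for the third libraries, a block of libraries paired by their deviations, and other comparison sets for the sequence measures. All results tables keep every library.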

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

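The runs of neighbouring genes were looked for after neighbouring calls had been seen, and the tests against shuffled gene orders were chosen only then. Both runs lie in genes that the paper does not discuss, and their shift is above anything in the WT libraries.

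At the short-arm end of chromosome 4, from 124501 to 7068085 of hg38 (ZNF718 to GRPEL1), 65 of 67 tested genes were lower in K700E cells, with a median log2 fold change of -1.02 (quartiles -1.16 and -0.86), and 43 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 24 genes without a call had a median of -0.83. The next 20 tested genes, from 7758714 to 16320140, had a median of -0.01. Shuffled orders argue against a chance run, since the most extreme run of 20 genes in 1000 shuffled orders had a median of -0.40 against -1.12 observed. GC content is argued against too, since 1243 genes of like GC content on other chromosomes had a median of 0.0246. A single deviating library is argued against, since the K700E libraries were shifted by -0.93, -1.05 and -1.08 and the WT libraries by -0.07, 0.08 and 0.01. Genes of low and high expression shifted alike (-1.02 and -1.05), and the junction counts of 21 genes in the segment shifted by -0.95. A candidate explanation is a lower number of copies of the segment in the K700E line. DNA was not measured, and whether a copy number change belongs to the mutation, to the making of the line or to later growth was not tested.

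At the short-arm end of chromosome 11, from 167784 to 867116 (BET1L to TSPAN4), 38 of 40 tested genes were higher in K700E cells, with a median log2 fold change of 0.67 (quartiles 0.54 and 0.76). Only 3 of the 40 had an adjusted p under 0.05 in the same edgeR test, and the other 37 had a median of 0.65. The next 20 genes had a median of 0.16. The most extreme run in shuffled orders was 0.40 against 0.70 observed, and 679 genes of like GC content had a median of 0.0191. The K700E libraries were shifted by 0.93, 0.58 and 0.46 and the WT libraries by -0.14, 0.20 and 0.05, so no single library carries the run, although its size varied between K700E libraries. Genes of low and high expression shifted by 0.64 and 0.70, and the junction counts of 6 genes by 0.53 (5 higher). A higher number of copies may explain the run, as a hypothesis from the same data, and a regulatory change of the region was not tested.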

How the results depend on the processing

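The alternatives chosen only after the data were seen were DESeq2, total counts only, the batch term for the third libraries, libraries 1 and 2 alone, the block of libraries paired by deviations, genes outside the segments, the limits of Fig. 1B, the rMATS events with 1 value left out, every alternative for the share of more retention, the matrix without exon bases, all comparison sets of annotated pairs, single-site introns, upstream cryptic sites or matched distance, and every alternative for A. The pseudocount, filter, scaling, trend, replicate block, weights, limits, correlation and fry, quantile normalization, the events listed for NALM-6, means for distances and lengths, the rising site and sites more than 20 bases apart for U, and leaving out 1 library from the limma and edgeR tests were set before the data were examined. The test on log2(CPM + 1) with limma was set then as the main one and became an alternative when the file proved to hold counts.

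The count of differentially expressed genes, 346, moved to 1280 without a filter and to 93 at a mean CPM of at least 10, where more or fewer genes were tested. It was 619 with DESeq2 and 591 with the third libraries as a batch term; the 346 genes were among both, and the cause was not tested. Leaving out 1 library gave 128 to 307 genes, the fewest without SF3B1 K700E replicate 2, 170 without SF3B1 WT replicate 2 and 182 without SF3B1 WT replicate 1, with fewer libraries behind each. With a replicate block the count was 387 (313 shared), although the numbers do not pair the libraries, since the correlation of deviations was -0.03 and -0.04 for replicates 1 and 2 and 0.60 for replicate 3. It was 0.56 between K700E replicate 1 and WT replicate 2 and 0.36 between K700E replicate 2 and WT replicate 1. With those crossed pairs and replicate 3 as a block the count was 1146, all 346 included. That block is the best of 6 pairings by the same deviations, which lowers the residual variance partly by construction. It also called 27 genes of Supplementary Table 2 (35 adjusted over the list alone).

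For splicing, the limma count of 5098 events was 3084 at an adjusted p under 0.05 and 3367 at a PSI difference over 0.1, A3SS events fell to 706 at that PSI limit and retained intron events to 268 at that adjusted p, all by the construction of stricter limits. With a replicate block it was 4934 (1048 A3SS and 463 retained intron events), and 152 of Supplementary Table 2 adjusted over the list alone, the last added after the data were seen, and the block changed no call of a named event on the adjusted p. Leaving out 1 value of a group gave 3436 to 4564 events, 819 to 979 A3SS and 324 to 397 retained intron events. The authors' deposited table gave 5748 events (1114 A3SS) with median junction counts over 10 and 5512 (1079 A3SS) with the limits of Fig. 1B as read here. The share of small changes was 68.2% with enough counts, where fewer events are counted. With the PSI difference recomputed without 1 value, but the authors' FDR from all libraries kept, 8393 to 8750 events passed the limits, 1614 to 1682 A3SS and 722 to 743 retained intron events, with more retention in 37.3% to 39.9%. Since the FDR was not rerun, these ranges say little about stability. For Supplementary Table 2, 141 to 150 events were called adjusted over the list alone. The number apart, 148 to 154, could only stay or rise with fewer values and tests nothing.

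The camera p of the Supplementary Table 2 genes, 0.066, was 0.0028 with fry, 0.037 with an estimated correlation, 0.0089 at a mean CPM of at least 10, 0.048 with limma and 0.045 with libraries paired by deviations, all toward lower expression, and 0.0596 to 0.126 with 1 library left out; the cause was not tested.

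For the sequence measures the comparison set mattered most, and the cause was not tested beyond the distance. Against annotated pairs the distance difference was -6 bases, intron length -11, GC upstream of the cryptic site -2.59 and of the canonical site -2.66, canonical A 3.02, canonical upstream U -1.94, G -3.38, C -1.85, and the scores -2.08 and -0.716. Intron length was -4 against single-site introns and -1571 by means. GC was 1.04 where all MT junctions were set against upstream comparison sites, which are unlike sets, and -1.44 with upstream sites in both. At a matched distance it was -0.357 against comparison junctions and -5.39 against annotated pairs. The differences in U after the cryptic site were 4.79 for sites more than 20 bases apart and 1.62 at a matched distance, and in A 2.64 at a matched distance. Intron length, canonical upstream U and C reversed in sign, none of them past the test, and GC did so only between the unlike sets.

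Of the other values of these results, 47 under alternatives set with the design, 28 under added ones, and 39 and 24 with 1 library left out stayed on the same side or within 1.5 times the count, where the 24 are those of the kept FDR. The 11 named genes kept their direction and call in expression under 79 values set with the design, 64 added and 61 with 1 library left out. Of the named splicing events, 3 values of 2 events under other settings and 12 values of 3 events with 1 value left out no longer passed the limit on the adjusted p, in NUP214, BUB1B and SF3B1, while 156 and 149 stayed, and none changed direction. The PSI limit of 0.05 is apart from those numbers. NUP214 and SF3B1 never passed it and BUB1B did so only without K700E value 1 (-0.0610), NUP98 fell under it without K700E value 2 (0.0435) or 3 (0.0488) and MCM3AP without value 2 (-0.0289), and UPF3B rose past it without value 3 (0.0594).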

Differences from the paper's values

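The comparison sets of annotated site pairs, of introns with a single annotated 3' splice site and the limits of Fig. 1B were chosen only after the first values were seen, and so were the tests on them.

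For the cryptic site of CASD1, the paper's PSI in SF3B1 WT cells is 0.0056 and the value here is 0.0318. With each WT value left out in turn the NALM-6 value was 0.0210 to 0.0386, and none of the alternatives set before the data were examined closed the gap. For the K700E cells the paper's 0.39 and the value of 0.415 are close.

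The number of A3SS events in Fig. 1B is about 490 for the K700E point with more events (read by eye), and the count here is 1680. The K700E points in the figure are not labelled by cell line, so which of them is NALM-6 is not known here. None of the alternatives set before the data were examined closed the gap, with 1396 events at an FDR under 0.05, 1247 at a PSI difference over 0.1 and 1114 with median junction counts over 10. With the limits of Fig. 1B, a setting chosen after seeing the values, it was 1079. Its limit on counts was read here as median junction counts over 10 in both groups. The caption does not define the count, so the filter behind the figure may be stricter. The mean difference in PSI of these events is about 0.073 in Fig. 1B (read by eye) and -0.00745 here, and -0.0106 to -0.00228 under those alternatives, so no setting gave the sign of the figure.

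The paper states that intron retention increases in K700E cells. Here 453 retained intron events had less retention and 297 more, and the lower group was the larger under every limit tried on the authors' deposited table and in limma (318 against 166).

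For sequence measures the paper compared MT junctions with its resistant (WT) junctions, which were not used here. The 293 comparison junctions that stand in for them passed the FDR limit of rMATS. Their cryptic site was used more with K700E in 225, against 179 of 192 MT junctions. Their median was 277.5 junction counts per library, against 105 for MT junctions listed for NALM-6. A difference from the paper may therefore come from the set. The paper states that GC content differs between MT and WT junctions. Against the comparison set named before the data were examined the difference was -0.392 percentage points (permutation p = 0.75). Against annotated pairs, chosen after seeing the values, GC content was 46.3% and the difference passed the test (permutation p = 0.0088), beside about 46% in Fig. 1D, read by eye. Matching the distance, also chosen after seeing the values, gave -5.39 against annotated pairs (permutation p = 0.00031). Against the comparison junctions it gave -0.357 (permutation p = 0.83). With upstream cryptic sites alone in MT and comparison junctions, again chosen after seeing the values, the difference was -1.44 (permutation p = 0.35).

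The paper states that the distance between the sites does not differ significantly between MT and its resistant junctions. Against the comparison junctions used here it differed by -13 bases (adjusted p = 0.00088 by Benjamini-Hochberg, permutation test). With upstream cryptic sites alone in both sets, chosen after seeing the values, it differed by -4 bases (permutation p = 0.00018). With means in place of medians, set before the data were examined, it was 32.3 bases at MT junctions beside about 32 in Fig. 1F, read by eye. The same setting gave 94.5 bases at comparison junctions beside about 38 in the figure, and the difference of -62.1 bases passed the test (permutation p = 1e-05, the smallest possible). Against annotated pairs, chosen after seeing the values, the difference in medians did not pass the test (permutation p = 0.16). The quartiles of those pairs were 4 and 76 bases, against 14 and 34.2 at MT junctions. Mean intron length at MT junctions, an alternative set before the data were examined, was 2567 bases beside about 2600 in Fig. 1E, read by eye. The paper states that introns at both junction types are shorter than others. By median they were not shorter at MT junctions (permutation p = 0.98), and by mean, chosen after seeing the values, they were 2567 against 4138 bases (permutation p = 0.073), while comparison junctions were shorter by mean (permutation p = 0.036).

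The paper states that canonical sites of WT junctions score much higher. The difference in position weight matrix scores was -0.577 bits against the comparison set (permutation p = 0.11) and -0.716 against annotated pairs, chosen after seeing the values (permutation p = 0.0067). The paper finds no difference in A at canonical sites or in G around cryptic sites. Neither passed the test against the comparison set, but both did against annotated pairs, chosen after seeing the values (3.02 percentage points, permutation p = 0.001, and -3.38, permutation p = 1e-05, the smallest possible). All sites of those pairs are annotated, against 45 of the 192 cryptic and 175 of the 192 canonical MT sites, so these comparisons also hold the difference between annotated and unannotated sites.

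The paper counts 192 genes, and Supplementary Table 2 holds 192 events under 190 symbols. Of its 444 entries, 7 have a PSI difference at or under 0.05, and 1 event is listed in only 1 dataset. PHGDH and CASD1, which the paper presents as SF3B1-sensitive, are not among the Supplementary Table 2 events.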

Other observations

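The tests of neighbouring genes against random sets, of replicate 3 of both groups, of genes outside the segments and of U against annotated pairs were chosen only after the result was seen.

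Between K700E and WT cells, 346 of 15067 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 129 higher and 217 lower, and all 346 were without overlap between the libraries. Decreases were the larger number in every setting tried, but the share of increases, 37.3% here, varied. It was 45.4% with DESeq2, 46.2% with the batch term and 48.4% with libraries paired by deviations. At a mean CPM of at least 10 it was 28.0%. Over all tested genes 2338 were without overlap, where chance gives 10%. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one. The other 9 gave 0, with 52 to 1653 genes at an unadjusted p under 0.05 against 1583 in the real split. The largest of these, 1653, came from K700E replicate 1 with WT replicates 1 and 2 against the rest, which keeps replicate 3 of both groups on one side. With 10 splits the share cannot fall under 0.1, so chance and the genotype cannot be told apart by this count. For splicing, 1 of the 10 splits gave as many events, but the events were preselected on that split, which voids the count.

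Replicate 3 of both groups deviated together, and so did replicates 1 and 2 in crossed order. The mitochondrial share of counts was 7.71% and 10.4% in K700E replicates 1 and 2 and 10.9% and 8.39% in WT replicates 1 and 2, in the same crossed order, and lowest in replicate 3 of both groups. For replicate 3, depth alone is argued against by WT replicate 3, which had 92.8% of the mean total of the others. The rank correlation of the deviation with gene length was 0.16. That value was not set against a null, so it does not decide whether gene length plays a part. No biological explanation was tested, and no label gives a batch.

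The genes with the largest increases were APRG1 (at least 42.1-fold higher, 66 to 130 counts against 0 to 1), DOCK8 (at least 27.6-fold higher), GOLGA4 (log2 fold change 7.11, standard error 0.37), PRPS2 (6.52, standard error 0.34) and ZNF726 (6.42, standard error 0.53), each higher in all K700E libraries. The largest decreases were ZNF718 (at least 17.3-fold lower), SLC6A12 (at least 25.5-fold lower), SLC6A13 (log2 fold change -5.70, standard error 0.39), STRC (at least 20.1-fold lower) and LIX1 (at least 17.4-fold lower). Their adjusted p lay between 3.3e-05 and 0.0014 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ZNF718 lies in the segment of chromosome 4, GOLGA4 and APRG1 lie beside each other on chromosome 3, and SLC6A12 and SLC6A13 on chromosome 12. STRC overlaps CKMT1B, and reads shared with related sequences were not tested for STRC or ZNF726.

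Of 345 called genes with a position, 65 had a non-overlapping called neighbour within 100 kb that changed the same way, against a mean of 15.1 and at most 37 in random sets (permutation p = 0.0001, the smallest that 10000 random sets can give), so reads shared by overlapping genes do not account for them. The 410 uncalled genes within 2 Mb of such pairs had a median shift of 0.0398, with 56.3% shifted in the direction of the pair. Leaving out called genes favours small shifts, although uncalled genes of the segments on chromosomes 4 and 11 still had medians of -0.83 and 0.65. Shifts of that size were therefore not general near the pairs, and dosage changes near some of them are not excluded. Outside the segments of chromosomes 4 and 11, 23 of 299 called genes had such a neighbour (random mean 11.0, permutation p = 0.0114), and the uncalled genes nearby had a median of -0.0144. What changes these smaller groups of genes together was not tested. The segments held 46 of the 346 calls (13.3%).

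Of 190 symbols of Supplementary Table 2, 186 were tested for expression. Their median log2 fold change was -0.03 against 0.01 in the other genes (106 lower, 80 higher), with a p of 0.066 from camera on the edgeR fit, and 6 were called over all genes tested and 7 adjusted over the list alone, which is not independent evidence since the list was chosen partly on these libraries. Without SF3B1 K700E replicate 2 the calls were 0, with 25 genes at an unadjusted p under 0.05. Adjusted over the list alone, 13 were called with a batch term for the third libraries and 35 with libraries paired by their deviations as a block. Both settings were chosen after the result was seen, and the block is the best of 6 pairings by the same deviations. The set passed 0.05 with fry (0.0028), an estimated correlation (0.037) and camera with that block (0.045), but not with the batch term (0.070). Of the 10 splits, 1 had a camera p as small. Genes whose sites are not a multiple of 3 bases apart differed from the others by -0.0588 in median log2 fold change (106 against 78 genes, two-sided permutation p = 0.088), so loss of transcripts with a shifted reading frame cannot be told apart from no effect here.

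Retention was lower in the larger number of retained intron events without the K700E value of lowest depth, both with the authors' FDR kept (447 against 296) and in limma refitted without it (257 against 140), and among events with enough counts (361), which argues against depth and few counts as the whole cause. The listed events were still selected by rMATS on all libraries. No biological explanation was tested.

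The excess of U after the cryptic sites against A3SS events of the table was 1.62 percentage points at a matched distance (permutation p = 0.50), so a candidate explanation is that these bases lie in the polypyrimidine tract of the canonical site close by. Against annotated pairs at a matched distance 7.03 percentage points stayed (permutation p = 0.00082). Distances can still differ within the matched classes, and all sites of those pairs are annotated. Whether that explanation covers the whole excess is therefore not decided.

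Among the largest changes of A3SS events, PSI rose by 0.819 in GEN1 at 4 to 12 junction counts per WT library, and in SF3A2 the difference was -0.746 at 1 to 6. BUB1B, which the paper's supplements on chemical probing list, had a PSI of 0.944 ± 0.0500 in K700E and 0.985 ± 0.00834 in WT cells (n = 3, adjusted p = 0.087 from limma with Benjamini-Hochberg adjustment), with libraries overlapping. TPP2, listed there too, had 0.919 ± 0.0270 and 0.992 ± 0.00319 (adjusted p = 0.0012 from the same limma test, lower in all K700E libraries).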
